# 14-3-3**ζ** Constrains insulin secretion by regulating mitochondrial function in pancreatic **β** cells

**DOI:** 10.1172/jci.insight.156378

**Published:** 2022-04-22

**Authors:** Yves Mugabo, Cheng Zhao, Ju Jing Tan, Anindya Ghosh, Scott A. Campbell, Evgenia Fadzeyeva, Frédéric Paré, Siew Siew Pan, Maria Galipeau, Julia Ast, Johannes Broichhagen, David J. Hodson, Erin E. Mulvihill, Sophie Petropoulos, Gareth E. Lim

**Keywords:** Endocrinology, Metabolism, Adaptor proteins, Beta cells, Mitochondria

## Abstract

While critical for neurotransmitter synthesis, 14-3-3 proteins are often assumed to have redundant functions due to their ubiquitous expression, but despite this assumption, various 14-3-3 isoforms have been implicated in regulating metabolism. We previously reported contributions of 14-3-3ζ in β cell function, but these studies were performed in tumor-derived MIN6 cells and systemic KO mice. To further characterize the regulatory roles of 14-3-3ζ in β cell function, we generated β cell–specific 14-3-3ζ–KO mice. Although no effects on β cell mass were detected, potentiated glucose-stimulated insulin secretion (GSIS), mitochondrial function, and ATP synthesis were observed. Deletion of 14-3-3ζ also altered the β cell transcriptome, as genes associated with mitochondrial respiration and oxidative phosphorylation were upregulated. Acute 14-3-3 protein inhibition in mouse and human islets recapitulated the enhancements in GSIS and mitochondrial function, suggesting that 14-3-3ζ is the critical isoform in β cells. In dysfunctional *db/db* islets and human islets from type 2 diabetic donors, expression of *Ywhaz*/*YWHAZ*, the gene encoding 14-3-3ζ, was inversely associated with insulin secretion, and pan–14-3-3 protein inhibition led to enhanced GSIS and mitochondrial function. Taken together, this study demonstrates important regulatory functions of 14-3-3ζ in the regulation of β cell function and provides a deeper understanding of how insulin secretion is controlled in β cells.

## Introduction

The downstream signaling events underlying glucose-stimulated insulin secretion (GSIS) are well conserved in rodent and human β cells. Following the uptake of glucose into pancreatic β cells by low-affinity transporters, it is converted into pyruvate before entering the tricarboxylic acid (TCA) cycle and oxidative phosphorylation cascade to yield ATP (1). Increases in the ATP/ADP ratio then lead to closure of K-ATP channels to depolarize the β cell and the subsequent opening of voltage-dependent Ca^2+^ channels. Along with amplifying signals, the rise in intracellular Ca^2+^ drives insulin granule exocytosis. Insulin secretion follows 2 phases: a rapid, maximal release period of insulin release, followed by a lower-magnitude, sustained second phase of insulin secretion (2). Aside from causing the closure of K-ATP channels, ATP is also required for kinesin-mediated translocation of latent insulin granules to the plasma membrane for the second phase of insulin secretion (3). These events require precise spatial and temporal coordination to ensure proper insulin release to maintain normoglycemia (4).

Scaffold proteins are essential regulators of signaling events due to their ability to facilitate the translocation of downstream effectors and influence the activities of receptors, kinases, and enzymes (5, 6). In β cells, various scaffolds, such as β-arrestin-2, AKAP150, and NCK1, have been found to be necessary for insulin secretion (7–9). For example, β cell–specific deletion or siRNA-mediated knockdown of β-arrestin-2 in mouse β cells or EndoC-βH1 cells, respectively, results in defective GSIS (9). Additionally, islets from systemic AKAP150-KO mice display impaired insulin secretion due to alterations in Ca^2+^-evoked currents (7).

The 14-3-3 proteins are a ubiquitously expressed family of scaffolds that were initially discovered in brain extracts, and they compose approximately 1% of soluble proteins in the brain (5, 6). Their ability to recognize serine phosphorylated or threonine phosphorylated proteins results in a large interactome that is shared among all 7 mammalian isoforms (10–12). Despite exhibiting high-sequence homology, isoform-specific roles of 14-3-3 proteins have been identified. We previously identified 14-3-3ζ as a critical regulator of adipogenesis, glucose homeostasis, and pancreatic β cell survival (13–16). Systemic deletion of 14-3-3ζ in mice was associated with significant reductions in adipogenesis, and siRNA-mediated depletion of only 14-3-3ζ in 3T3-L1 preadipocytes abrogated adipocyte differentiation (13). With respect to glucose homeostasis, whole-body 14-3-3–KO mice displayed enhanced oral glucose tolerance due to significantly elevated fasting levels of the incretin hormone, GLP-1 (15).

One of the earliest indications of 14-3-3 proteins being involved in hormone secretion was identified by Morgan and Burgoyne, who found that 14-3-3 proteins participate in calcium-dependent release of catecholamines from bovine adrenal chromaffin cells (17). The contribution of 14-3-3 proteins in exocytosis is also conserved across organisms, as the *Drosophila* homolog of 14-3-3ζ, Leonardo, was discovered to regulate the dynamics of synaptic vesicles and synaptic transmission rates (18). We first explored the possibility of 14-3-3 proteins to influence insulin secretion, and plasmid-based overexpression of difopein, a 14-3-3 protein inhibitor, in dispersed mouse islets or MIN6 cells attenuated insulin secretion. However, this was also associated with increased cell death, an event known to be associated with impaired insulin secretion (14, 19–21). We followed this by depleting individual isoforms by siRNA in MIN6 cells and found no impact on insulin secretion, whereas overexpression of HA-14-3-3ζ attenuated GSIS (15). Depletion of 14-3-3ζ by siRNA or overexpression was found to complimentarily induce MIN6 cell apoptosis or promote survival, respectively (14). Interestingly systemic 14-3-3ζ–KO mice had increased β cell area, which suggested proliferative actions of 14-3-3ζ in the β cell (15). With these conflicting results from MIN6 insulinoma cells and whole-body 14-3-3ζ–KO mice, it is unclear whether 14-3-3ζ has cell-autonomous roles in β cells to influence insulin secretion, cell survival, or proliferation. Thus, in-depth studies are required to truly understand the β cell–specific roles of 14-3-3ζ.

Using a combination of approaches and models, we identify 14-3-3ζ as a critical regulator of insulin secretion in primary β cells. Deletion of 14-3-3ζ specifically in β cells enhanced GSIS, demonstrating a physiological role of 14-3-3ζ to constrain insulin secretion. Single-cell RNA-Seq revealed significant upregulation of genes and pathways associated with mitochondrial respiration and oxidative phosphorylation in 14-3-3–deficient β cells, which were reflected by changes in mitochondrial mass and activity. Acute inhibition of all 14-3-3 proteins in primary mouse and human islets recapitulated the potentiation of GSIS and mitochondrial function that occurred following 14-3-3ζ deletion in β cells, suggesting that 14-3-3ζ could be a key isoform in human β cells. Expression levels of *Ywhaz/YWHAZ*, the gene encoding 14-3-3ζ, were found to be inversely associated with insulin secretory capacity and to be significantly elevated in dysfunctional *db/db* islets and human islets from type 2 diabetic donors, and inhibition of 14-3-3 proteins was able to alleviate β cell dysfunction. Taken together, this study unequivocally demonstrates the ability of 14-3-3ζ to restrain insulin release from pancreatic β cells by influencing mitochondrial mass and function. Moreover, it further deepens our knowledge of the regulatory factors present in a β cell that control insulin secretion.

## Results

### Inhibition of 14-3-3 proteins is sufficient to increase insulin secretion.

We previously reported that overexpression of the 14-3-3 protein peptide inhibitor, difopein, in MIN6 cells and dispersed mouse islets impaired GSIS, in addition to inducing cell death (14, 22). Given the importance of cell-to-cell contact in propagating signals underlying insulin secretion (23, 24) and given the differences in insulin secretion between cell lines and primary β cells (25), intact mouse and human islets were treated with cell-permeable 14-3-3 inhibitors, 14-3-3i and BV02 (26–28). Pan-inhibition was found to potentiate GSIS (Figure 1A and Figure 2A). Opening of K-ATP channels with diazoxide was sufficient to prevent the potentiation of GSIS due to 14-3-3 inhibitors, demonstrating that the effects of 14-3-3 protein inhibition on GSIS were upstream to that of K-ATP channel closure in mouse and human islets (Figure 1A and Figure 2A). To address whether inhibition of 14-3-3 proteins altered the responsiveness of β cells to glucose, normal mouse islets were exposed to different concentrations of glucose in the absence or presence of 14-3-3i or BV02. Inhibition of 14-3-3 proteins lowered the glucose threshold to stimulate GSIS such that 10 mM of glucose was sufficient to stimulate insulin secretion (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156378DS1). Potentiated GSIS was observed following 14-3-3 protein inhibition at each test concentration of glucose, but no concentration of glucose was able to exceed the maximal amount of secreted insulin in response to 25 mM glucose (Supplemental Figure 1A). Acute inhibition of 14-3-3 proteins by 14-3-3i or BV02 did not affect total insulin content (TIC) (Figure 1B and Figure 2B).

One of the key events underlying GSIS is the generation of ATP in mitochondria, and it is needed to propagate downstream signals involved in insulin release (1). In plant cells and mouse platelets, 14-3-3 proteins have been shown to inhibit mitoplast ATP synthase activity and mitochondrial reserve capacity, respectively (29, 30), but whether 14-3-3ζ has similar roles in mouse or human β cells is not known. Inhibition of 14-3-3 proteins in intact mouse and human islets increased glucose-induced mitochondrial activity, as measured by oxygen consumption rates (OCR) (Figure 1, C and D, and Figure 2, C and D). Moreover, the increase in OCR was associated with increased ATP-linked oxygen consumption, which can be a surrogate measure of ATP synthesis (Figure 1E and Figure 2E). To further confirm changes in ATP synthesis, total ATP levels in mouse and human islets exposed to low and high glucose were measured, and significantly enhanced ATP synthesis was detected in the presence of 14-3-3 protein inhibitors (Figure 1F and Figure 2F). When taken together, these findings demonstrate that 14-3-3 proteins have inhibitory effects on GSIS due, in part, to restriction of mitochondrial function and ATP synthesis.

### Pan-inhibition of 14-3-3 proteins increases β cell proliferation.

Cell type–dependent contributions of 14-3-3 proteins on proliferation have been reported. For example, in U2OS cells, genetic inhibition of 14-3-3 proteins have been shown to allow cells to prematurely enter the cell cycle and proliferate (31). In contrast, overexpression of some 14-3-3 isoforms in cancer cells are linked to proliferation and increased cell survival (14, 32–34). To determine if 14-3-3 proteins regulates β cell proliferation, 2 independent measurements of proliferation were used. Firstly, dispersed mouse and human islets were exposed to 14-3-3i or BV02 for 72 hours, which led to significant increases in β cell proliferation, as measured by the percentage of Ki-67^+^ and insulin^+^ cells (Figure 1G and Figure 2G). Secondly, mouse islets were incubated with 14-3-3i and harmine for 72 hours in the presence of EdU, and flow cytometry confirmed the ability of 14-3-3i to induce β cell proliferation, in addition to insulin^–^ cells (Figure 1H). Harmine has been shown to promote β cell proliferation by inhibiting DYRK1A (35). Cell type–dependent effects on cell survival have been observed following the overexpression or depletion of various 14-3-3 proteins (22, 36, 37), and while we previously reported that 14-3-3 protein inhibition or siRNA-mediated knockdown of 14-3-3 isoforms induced apoptosis in MIN6 insulinoma cells (14), incubation of mouse islet cells with 14-3-3i or BV02 for 72 hours did not have detrimental effects on cell viability (Figure 1I).

### Deletion of 14-3-3ζ in murine β cells enhances insulin secretion.

We previously characterized the metabolic phenotype of systemic 14-3-3ζ–KO mice and found that whole-body deletion of 14-3-3ζ was associated with improved oral glucose tolerance due to increased circulating levels of the incretin hormone GLP-1 (15). Moreover, loss of 14-3-3ζ was associated with significantly increased β cell area, potentially due to compensatory β cell expansion to account for decreased insulin sensitivity (15).

To better understand how 14-3-3ζ influences β cell function, β cell–specific 14-3-3ζ–KO mice (Cre^+^ Flox or β14-3-3ζ–KO) were generated by breeding 14-3-3ζ–floxed mice with *Ins1*Cre^Thor^ mice (Figure 3A; ref. 38). Levels of *Ywhaz* mRNA were significantly reduced in β14-3-3ζ–KO islets (Figure 3B), and a loss of 14-3-3ζ immunoreactivity was observed in β cells from β14-3-3ζ–KO mice (Figure 3C). In the absence of Cre recombinase, the presence of floxed alleles for *Ywhaz* did not significantly impact body weight, glucose tolerance, or insulin secretion in male or female mice (Supplemental Figure 2, A–F). No differences in i.p. glucose tolerance or insulin sensitivity were detected in β14-3-3ζ–KO mice (Figure 3, D and E). However, following an i.p. glucose bolus, significantly enhanced insulin secretion was observed in β14-3-3ζ–KO mice, and no differences in plasma glucagon levels were detected (Figure 3, F and G). The observed enhancement in insulin secretion in vivo was not observed in female β14-3-3ζ–KO mice (Supplemental Figure 2, G and H). No differences in β cell mass or islet size were observed between WT or β14-3-3ζ–KO mice (Figure 3, H and I), but β cell proliferation was significantly increased, as measured by PCNA^+^ or Ki-67^+^ β cells, was observed in β14-3-3ζ–KO mice (Figure 3, J and K). Deletion of 14-3-3ζ in β cells did not induce apoptosis (Figure 3L).

### Deletion of 14-3-3ζ in β cells leads to profound changes in the β cell transcriptome.

With the ability of 14-3-3ζ to regulate the subcellular localization of transcription factors (39–41), we next sought to understand if 14-3-3ζ deletion could impact the β cell transcriptome. Single-cell RNA-Seq was used to differentiate β cells from other endocrine cells within islets. 

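Islets of 3 WT and 3 β14-3-3ζ–KO mice aged 12 to 14 weeks were dispersed after overnight recovery, dead cells were removed, and 1 droplet library was prepared per mouse. WT mice were littermates that also carried Cre. In the Chromium 3′ assay, each captured poly(A) RNA molecule carries a unique molecular identifier (UMI), so the values are counts of molecules and not of reads. The authors loaded about 9600 cells per library to recover 6000 and planned 50000 reads per cell. Their files hold Cell Ranger's UMI counts for 32285 genes in each barcode called as a cell, without normalization, and the genome build was not stated in them. The number of barcodes was 4400, 10722, and 5953 in WT libraries 1 to 3 and 5904, 9653, and 6813 in KO libraries 1 to 3. These barcodes held 74083947, 95886665, and 77818888 UMIs in WT libraries and 81370931, 98294915, and 86942723 UMIs in KO libraries. Barcodes with fewer than 500 detected genes, with more than 10% of UMIs on mitochondrially encoded genes, or called as doublets by Scrublet were left out. This kept 1744, 7601, and 2948 cells in WT libraries and 2888, 6313, and 4106 cells in KO libraries, 25600 in all. The median number of UMIs per kept cell ranged from 3306 in WT library 2 to 25355 in WT library 1. RNA released into the suspension before droplets formed was not subtracted, so a low count of an abundant hormone transcript in another cell type can be free RNA. Cells of one mouse are not independent replicates, so counts were summed per library and cell type, and the 6 sums were tested with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. Values per library were compared with a 2-sided exact permutation test, whose smallest possible p with 3 mice against 3 is 0.1. β cell–like sums of libraries of the same genotype differed from each other by more than sampling noise, with a chi-square per degree of freedom between 9.25 and 83.5 over genes. WT library 1 stood out, with 83.5 against WT library 2 and 81.4 against WT library 3. The highest value of the other pairs was 18.0.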

Following quality control, we performed unbiased dimensional reduction analysis (Uniform Manifold Approximation and Projection [UMAP]) to identify cell populations (Supplemental Table 1), and we used known markers to manually assign each cluster a cell type identity and confirmed that deletion of 14-3-3ζ in β cells has no impact on key marker gene expression (Figure 4, A and B, and Supplemental Figure 3A). 

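The 25600 kept cells of all 6 libraries were clustered together without integration, on 2000 variable genes and 30 principal components, with *Ywhaz*, *Ins1*, *Ins2*, mitochondrially encoded genes, and ribosomal protein genes left out of the variable genes. Leiden clustering gave 25 clusters, each named from known marker genes and called, for example, β cell–like, since the names were rebuilt and are not the authors' labels. β cell–like cells numbered 797, 822, and 922 in WT libraries and 1220, 872, and 1081 in KO libraries. Their median number of UMIs was 41735, 28182, and 31616 in WT libraries and 29083.5, 22002.5, and 30770 in KO libraries (exact permutation test, 2-sided p = 0.4). A further 8284 cells lay in clusters with a median below 3500 UMIs and were not named. They made up 4.36%, 49.4%, and 41.1% of the kept cells in WT libraries and 24.3%, 8.68%, and 48.5% in KO libraries. Most of them lay in clusters of 2481, 4221, and 1024 cells whose best match was the β cell, with 11 β cell markers each. The median share of UMIs on mitochondrially encoded genes in these clusters was 0.23% to 0.49%. They were left out of the β cell–like cells and added only in an alternative. B cell–like cells were uneven between libraries, with 1299 in WT library 2 and 1717 in KO library 2 against 13 to 197 in the other 4 libraries. In each type with at least 10 cells in every library, that type's own markers were tested between genotypes, 58 markers in 8 types. None was called at an FDR of 0.05, either over the markers or over all genes, and 4 had an unadjusted p under 0.05 where chance gives 2.9. The lowest p belonged to *Ins1* in β cell–like cells, with a log2 fold change of −0.70 (SE 0.147, edgeR quasi-likelihood p adjusted over the markers by Benjamini-Hochberg = 0.0665). *Ins1* and *Ins2* are near-identical copies, and the *Ins1* locus carries the Cre knock-in, so the count of *Ins1* is uncertain. The other 3 were *Trpm5* in β cell–like cells (log2 fold change 0.19, SE 0.0764), *Tmsb10* in T cell–like cells (−0.47, SE 0.219), and *Csf1r* in macrophage-like cells (−0.44, SE 0.122). The alternatives that moved this count most each gave 1 called marker: DESeq2 in place of edgeR, no doublet calls, and leaving out either WT library 1 or KO library 2.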

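*Ywhaz* (ENSMUSG00000022285) lies on the minus strand of chromosome 15 from 36770770 to 36796929 (coordinates of GRCm38 from the GENCODE vM21 annotation, matched by gene identifier). In its transcript of 7 exons, exon 4 spans 36776246 to 36776369, 124 bp, and the paper places the loxP sites around exon 4. In its transcripts of 6 exons this exon is exon 3, and the paper's numbering was taken to be that of 7 exons. The 3′ assay counts molecules at their poly(A) end, which lies in the last exon (36770770 to 36772777), so a *Ywhaz* UMI does not show whether its transcript contained exon 4. With no cell removed for its *Ywhaz* UMIs, *Ywhaz* was at 154 ± 8.97 CPM (counts scaled to a common library total, TMM-normalized; SD, n = 3) in WT β cell–like cells and 17.8 ± 0.169 CPM in KO β cell–like cells. The log2 fold change was −3.11 (SE 0.0721, adjusted p = 3.67e-07 over 9387 genes, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between −3.15 and −3.07 with each library left out in turn, and the alternative that moved it most gave −2.81. The share of β cell–like cells with at least 1 *Ywhaz* UMI was 89.0%, 91.8%, and 90.9% in WT libraries and 39.8%, 32.2%, and 43.1% in KO libraries (exact permutation test, 2-sided p = 0.1, the smallest possible). That is 90.6% ± 1.47 against 38.4% ± 5.57 (SD, n = 3). With each cell thinned to 5000 UMIs, which left out 61 WT and 79 KO cells, the shares were 50.0% ± 5.41 and 9.23% ± 0.239. No cell type lacks *Ywhaz*, so the share that free RNA alone gives could not be measured, and a KO cell with a *Ywhaz* UMI was not shown to be undeleted. Of the 3173 KO β cell–like cells, 735, 591, and 615 in libraries 1 to 3 had no *Ywhaz* UMI, 1941 in all. These and all 2541 WT β cell–like cells were used to compare other genes and gene sets between genotypes in what follows. This sets *Ywhaz* to 0 in the KO group by selection. In Supplemental Table 2, of which 432 of the 709 DEGs are held here, the paper's reported share of WT β cells with *Ywhaz* is 89.1%.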

Any β cells derived from β14-3-3ζ–KO mice that had incomplete deletion of *Ywhaz* were removed for subsequent analysis. To further verify cell identity, we then integrated previously published work from a well-defined human islet data set (Supplemental Figure 3, C and D). 

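All values are CPM of the cells of one type summed per library, as the mean ± SD over the 6 libraries, with all KO β cell–like cells kept. *Pcsk2* was at 2326 ± 173 CPM in β cell–like, 4592 ± 370 in α cell–like, and 3881 ± 232 in δ cell–like cells, against 232 ± 136 in endothelial-like cells. *Chga* was at 3887 ± 321 CPM in β cell–like, 3751 ± 267 in α cell–like, and 2821 ± 201 in δ cell–like cells, against 414 ± 179 in endothelial-like cells. The cluster led by *Ppy*, left unnamed because its leading genes held as many markers of another type, had 2666 ± 185 CPM of *Pcsk2* and 1466 ± 437 CPM of *Chga*. In β cell–like cells, *Ins1* reached 85472 ± 23561 CPM and *Ins2* reached 342198 ± 37037 CPM. *Gcg* reached 191836 ± 19219 CPM in α cell–like cells, *Sst* 81798 ± 9529 CPM in δ cell–like cells, and *Ppy* 313169 ± 40962 CPM in the *Ppy*-led cluster. Hormone transcripts were also counted outside their own lineage. *Ins2* was at 41195 ± 31059 CPM in endothelial-like cells, all of which had at least 1 *Ins2* UMI, and *Ppy* was at 39672 ± 5379 CPM in δ cell–like cells. *Gcg* was at 26805 ± 11268 CPM in δ cell–like cells and at 817 ± 328 CPM in β cell–like cells.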

Endocrine cells were identified by the expression of *Pcsk2* and *Chga* (Supplemental Figure 3B), and clustering of endocrine cells to their specific lineages was confirmed by the expression of *Ins1*, *Ins2*, *Gcg*, *Sst*, and *Ppy* (Figure 4, C and D). Across all identified cell types, deletion of *Ywhaz* was restricted to β cells, as no further reductions were detected in other cell types (Figure 4E and Supplemental Figure 4).

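Besides β cells, 7 named cell types had at least 10 cells in each of the 6 libraries, and *Ywhaz* was tested between genotypes in each. CPM scaled by the UMIs of the summed cells alone, without TMM, are given for WT and then KO libraries, each as mean ± SD with n = 3. *Ywhaz* was at 124 ± 20.7 and 110.5 ± 11.4 CPM in α cell–like cells, a log2 fold change of −0.15 (SE 0.113). In δ cell–like cells the levels were 186 ± 12.9 and 178 ± 4.76 CPM, and the log2 fold change was −0.043 (SE 0.0904). Endothelial-like cells had 481 ± 60.5 and 403 ± 60.3 CPM (−0.21, SE 0.138), and stellate cell–like cells had 405 ± 166 and 354 ± 53.4 CPM (−0.15, SE 0.268). Macrophage-like cells had 253 ± 2.17 and 206 ± 1.58 CPM (−0.21, SE 0.119), and all 3 KO libraries lay below all 3 WT libraries (2-sided exact permutation p = 0.1). B cell–like cells had 293 ± 44.5 and 225 ± 110 CPM (−0.51, SE 0.285). T cell–like cells had 320 ± 51.7 and 171 ± 20.1 CPM (−0.60, SE 0.235), again with all KO libraries below all WT libraries (2-sided exact permutation p = 0.1), but only 10 cells in WT library 3 and 16 in KO library 1. None of the 7 fold changes passed an FDR of 0.05 over the 7 types, the lowest being 0.154 in T cell–like cells (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Between libraries with the same replicate number, KO was lower in all 3 pairs in α cell–like, endothelial-like, macrophage-like, and T cell–like cells. The pairs went both ways in δ cell–like, stellate cell–like, and B cell–like cells. The log2 fold change was above that of β cell–like cells by 2.45 in B cell–like cells to 3.07 in δ cell–like cells. This difference was past an FDR of 0.05 in all 7 types, with the highest adjusted p at 2.59e-04 in stellate cell–like cells (genotype by cell type term, limma-voom with libraries as random blocks, Benjamini-Hochberg adjustment). RNA of β cells in these droplets, read from *Ins2*, came to 14.9% of the UMIs of WT and 53.3% of KO T cell–like sums, and lowers the share of the cells' own transcripts. In δ cell–like cells, *Ywhaz* was called lower in KO under 2 alternatives, Leiden resolution 2 (log2 fold change −0.97, adjusted p = 0.00734) and no doublet calls (−0.97, adjusted p = 0.0255, edgeR with Benjamini-Hochberg adjustment). Over the 4 alternatives that kept all libraries, the adjusted p in δ cell–like cells ranged from 0.00734 to 1.00, and in both of these cases the δ cell–like cells took in cells with several hormones.

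**Figure D1:**
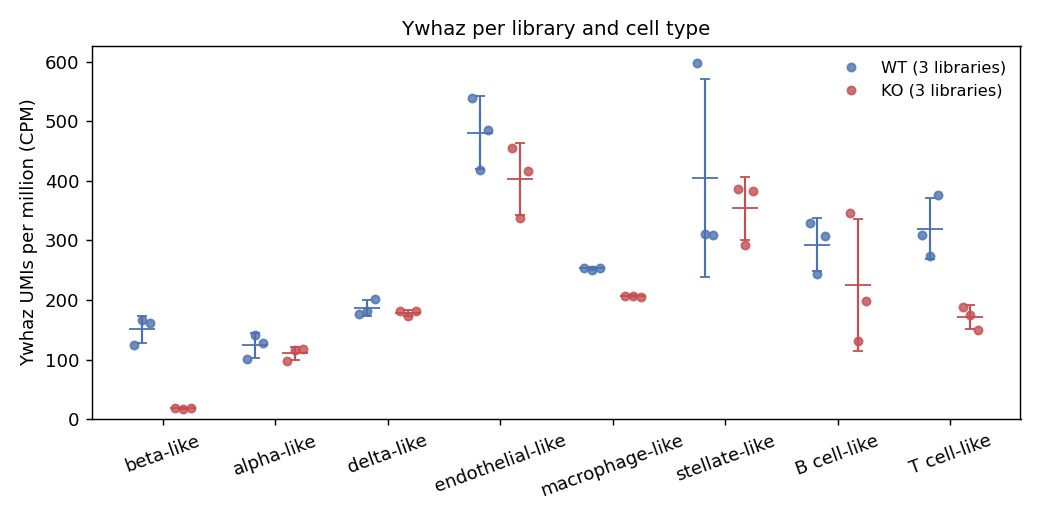
*Ywhaz* in each cell type as CPM (y axis, from 0), with 1 point per library, a dash for the mean, and a bar for the SD of 3 WT and 3 KO libraries. In β cell–like cells, KO libraries sit near 18.0 CPM and WT libraries near 151 CPM, whereas the groups lie closer together in the other 7 types.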

A total of 709 differentially expressed genes (DEGs) were identified in β cells of β14-3-3ζ–KO mice (FDR < 0.05, log_2_ fold change > 0.1, expressed in more than 15% of the cells). 

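WT β cell–like cells and KO β cell–like cells without a *Ywhaz* UMI were summed per library, and the paper's thresholds were applied to the sums: an FDR under 0.05, an absolute log2 fold change above 0.1, and a UMI in more than 15% of the cells of either genotype. Of 9364 genes tested, 1 was called, *Ywhaz*, which the selection of cells sets to 0 in KO. At an unadjusted p under 0.05 there were 482 genes, or 1278 with the replicate number as a block, where chance alone gives 468.2. The KO libraries lay entirely above or below the WT libraries for 1069 genes, or 11.4%, against the 10% that chance gives with 3 against 3. Of these, 557 were higher and 512 lower in KO. After *Ywhaz*, the lowest adjusted p was 0.404, for *Gstp1* (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The biological coefficient of variation between libraries was 0.098. Libraries with the same replicate number deviated together, and with the replicate number as a block, which moved the count most, 39 genes were called, 14 higher and 25 lower in KO. DESeq2 called 7 genes, and 19 were called with no filter on low counts. All other alternatives, including each library left out in turn, called 1 gene, lower in KO.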

Of note was the discovery that, among the top upregulated DEGs in β14-3-3ζ–KO β cells were those involved in mitochondrial metabolism, such as *Uqcc2*, *Atp5g1*, and *Ndufa4* (Figure 4, F and G, and Supplemental Table 2). Additionally, *Smdt1*, which encodes the essential regulatory subunit of the Mitochondrial Uniporter Complex (MCU), was also found to be significantly upregulated (Figure 4F). 

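*Uqcc2* (ENSMUSG00000024208, chromosome 17, 27122663 to 27133916) encodes an assembly factor of respiratory complex III. In β cell–like cells it was at 343 ± 58.1 TMM-normalized CPM in WT and 428 ± 61.9 in KO libraries (SD, n = 3), a log2 fold change of 0.32 (SE 0.143, adjusted p = 0.893). *Atp5g1* (ENSMUSG00000006057, chromosome 11, 96068852 to 96075670), a subunit of ATP synthase, was at 259 ± 44.2 and 297 ± 55.5 CPM, a log2 fold change of 0.20 (SE 0.153). *Ndufa4* (ENSMUSG00000029632, chromosome 6, 11900292 to 11907497), a respiratory chain subunit, was at 177 ± 28.1 and 199.6 ± 45.1 CPM, a log2 fold change of 0.17 (SE 0.163, adjusted p = 0.896; all adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Libraries of the 2 genotypes overlapped for all 3 genes, and replicate 2 had the highest level of each in both genotypes. Within the 3 same-numbered pairs, KO was higher than WT for each gene. Without KO library 2, which leaves replicate 2 in WT only, the log2 fold change was 0.19 for *Uqcc2*, 0.039 for *Atp5g1*, and −0.024 for *Ndufa4*. The highest values with 1 library left out were 0.43, 0.34, and 0.30. Those of *Atp5g1* and *Ndufa4* came without WT library 2, which leaves replicate 2 in KO only. The paper's reported log2 fold changes in Supplemental Table 2 are 0.32, 0.34, and 0.32. These 3 genes belong to 12 mitochondrial genes that the paper names or labels in Figure 4 from these same libraries. Of the 12, 9 were higher in KO, and 3 had no overlap between genotypes (10% of genes have none by chance): *Smdt1*, *Slc25a4* (151 ± 4.65 and 181 ± 20.4 CPM, log2 fold change 0.27, SE 0.0879), and *mt-Co1*. The mitochondrially encoded *mt-Co1* was lower in KO, at 7879 ± 664 and 7026 ± 546 CPM, a log2 fold change of −0.17 (SE 0.120). Also lower were *mt-Nd3* (−0.16) and *Atp5k* (−0.14). The paper, from the same libraries, reports *mt-Co1*, *mt-Nd3*, and *Atp5k* as lower too, at −0.509, −0.427, and −0.299. None of the 12 was called over all genes or adjusted over the list alone, where the lowest adjusted p was 0.148 (edgeR with Benjamini-Hochberg adjustment), and 2 had an unadjusted p under 0.05. Since the list was picked from these libraries, the value adjusted over the list alone is not independent evidence.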

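*Smdt1* (ENSMUSG00000022452) lies on chromosome 15 from 82338959 to 82349091 in GRCm38. Its level in β cell–like cells was 156, 168, and 169 TMM-normalized CPM in WT libraries and 176, 232, and 190.0 CPM in KO libraries, so every KO library lay above every WT library (2-sided exact permutation p = 0.1). The means were 164 ± 7.06 and 199 ± 29.5 CPM (SD, n = 3), a log2 fold change of 0.28 (SE 0.104). Its unadjusted p was 0.0263 and its adjusted p over the 9364 genes tested was 0.893 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change ranged from 0.15 to 0.36 with each library left out in turn. The paper's reported log2 fold change is 0.31.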

The MCU is critical for regulating calcium uptake into the mitochondria and for GSIS (42). Gene ontology–based (GO-based) analysis of DEGs revealed that genes associated with regulation of RNA splicing (*P =* 2.7 × 10^–8^) were downregulated in β cells from β14-3-3ζ–KO mice, and this aligns with our previous finding implicating 14-3-3ζ in RNA processing and binding (10). 

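The paper's GO-based enrichment starts from its DEGs. Here, gene sets built from gene symbols, without a GO annotation, were tested over all expressed genes of the β cell–like sums with camera, which asks whether a set's genes rank higher or lower than other genes and here presumed a correlation of 0.01 between genes of a set. Of 8 sets, 6 passed an FDR of 0.05 (Benjamini-Hochberg over the sets), and none of the 6 did with fry or with camera when the correlation was estimated from the data. The RNA splicing set holds 112 tested genes of the SR protein, hnRNP, snRNP, and splicing factor families. Of these, 72 were lower and 40 higher in KO, with a median log2 fold change of −0.033. The set passed with camera (FDR = 0.0293), but not with fry (FDR = 0.163) or an estimated correlation (FDR = 0.293). No gene of the set was called, and 7 had an unadjusted p under 0.05. With the replicate number as a block, 1 gene of the set was called, *Hnrnpa1* (log2 fold change −0.39), picked after its value was seen. The mean log2(CPM + 1) of the set was 5.79, 5.78, and 5.79 in WT libraries and 5.75, 5.77, and 5.74 in KO libraries (2-sided exact permutation p = 0.1), a difference of −0.032. With each library left out in turn the median stayed between −0.041 and −0.025, and the set no longer passed in 4 of the 6 fits. It also no longer passed with all KO β cell–like cells kept (median −0.029) or, an alternative chosen after the data were seen, without the β cell–like cluster led by *Hspa5* and *Dnajb9* (median −0.016).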

Unexpectedly, enrichment of genes that participate in cell proliferation were not detected. Instead, deletion of 14-3-3 in β cells led to enrichment in genes associated with mitochondrial respiratory chain complex assembly (Biological Process) and mitochondrial protein complex (Cellular Component) (*P =* 4.3 × 10^–21^ and *P =* 3.8 × 10^–28^, respectively; Figure 4G, Supplemental Figure 3E, and Supplemental Table 3), which could account for the potentiation in GSIS observed in vivo (Figure 3F).

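The cell cycle set comprises 97 genes of S, G2, and M phase, of which 67 were tested in β cell–like cells. Of these, 32 were higher and 35 lower in KO, and the median log2 fold change was −0.0090 (camera with Benjamini-Hochberg adjustment, FDR = 0.597). No gene of the set was called, and 3 had an unadjusted p under 0.05. The 97 genes took 0.0868% ± 0.00993 of the UMIs of β cell–like cells in WT and 0.0880% ± 0.00302 in KO libraries (SD, n = 3; exact permutation test, 2-sided p = 1). Cells in division formed a cluster of their own, outside the β cell–like cells, with 248 cells of several types. Of these, 68 had at least 10% of their UMIs on *Ins1* and *Ins2*, namely 5, 9, and 10 cells in WT libraries and 19, 17, and 8 in KO libraries. Per 100 of the β cell–like cells and these dividing cells together, this is 0.926 ± 0.262 in WT and 1.39 ± 0.601 in KO (SD, n = 3; exact permutation test, 2-sided p = 0.3). The minimum of 10% was chosen after the data were seen. Cells of other types can also reach it through free RNA. In T cell–like sums, *Ins2* alone passed 10% in every KO library (272353, 150899, and 138982 CPM). It stayed below in every WT library (29087, 72074, and 40282 CPM). In stellate cell–like sums its mean was similar, at 54529 CPM in WT and 53650 CPM in KO. The counts may thus include other dividing cells, unevenly between genotypes, so the rates may not be those of β cells alone.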

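Mitochondrial genes were covered by 4 sets in β cell–like cells. In the set of 80 subunits of the oxidative phosphorylation (OXPHOS) complexes, 71 were higher in KO, with a median log2 fold change of 0.13 (camera, FDR = 1.19e-09). The respiratory chain assembly set had 37 of 58 genes higher (median 0.023, FDR = 0.0205), and the mitochondrial ribosome set had 57 of 78 higher (median 0.049, FDR = 0.00122). Among the 13 mitochondrially encoded mRNAs, 9 were higher (median 0.077, FDR = 0.322; Benjamini-Hochberg over the sets throughout). FDRs of the first 3 sets were 0.582 with an estimated correlation and 0.568 with fry. No gene of the 4 sets was called, and 5, 3, 5, and 0 genes, in that order, had an unadjusted p under 0.05. With the replicate number as a block, *Mrpl23* of the mitochondrial ribosome set was called (log2 fold change 0.35), a gene picked after its value was seen. The OXPHOS set holds 7 and the assembly and mitochondrially encoded sets 1 and 2 of the genes that the study picked from these libraries. The mean log2(CPM + 1) of the OXPHOS set was 6.71, 6.87, and 6.73 in WT libraries and 6.77, 7.04, and 6.84 in KO libraries (2-sided exact permutation p = 0.3). KO was higher by 0.065, 0.17, and 0.11 in the 3 same-numbered pairs. Replicate 2 was the highest in both genotypes, and without KO library 2, which leaves replicate 2 in WT only, the median log2 fold change of the set was 0.033. Those of the assembly and ribosome sets were then 0.0031 and 0.00060 and no longer passed. Without WT library 1 both were 0.020 and did not pass either, nor did the assembly set without KO library 3 (0.027). In other islet cells of the same mice, which were not targeted, the OXPHOS set was higher in KO for 59 of 79 genes in α cell–like (median 0.039), 63 of 79 in δ cell–like (median 0.061), and 78 of 79 in endothelial-like cells (median 0.16). These medians passed camera with the presumed correlation (FDR = 0.0123, 8.59e-04, and 5.71e-10), and none passed with fry or an estimated correlation. Without KO library 2 they were −0.00077, 0.0075, and 0.015 and no longer passed. Without WT library 1 those in α cell–like and δ cell–like cells were −0.017 and 0.0042 and did not pass either. In α cell–like cells the set also did not pass without KO library 3 (0.031). For the OXPHOS set, the difference between β cell–like cells and each of these types did not stand apart by genotype across libraries (2-sided exact permutation p = 0.6, 0.3, and 0.7). For the assembly set it did in α cell–like and δ cell–like cells, where the change was below that in β cell–like cells by 0.052 and 0.069. Both had a 2-sided exact permutation p of 0.1, the smallest possible. In endothelial-like cells it did not (difference 0.024, 2-sided exact permutation p = 0.7). All 8 sets were compared in this way in these 3 types, and 10% of such comparisons stand apart by chance. The cell cycle set also stood apart, in α cell–like cells (difference 0.054, 2-sided exact permutation p = 0.1). From the enrichment of mitochondrial classes among its DEGs, the paper proposes that altered expression of mitochondrial genes could account for the potentiation of GSIS in vivo.

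**Figure D2:**
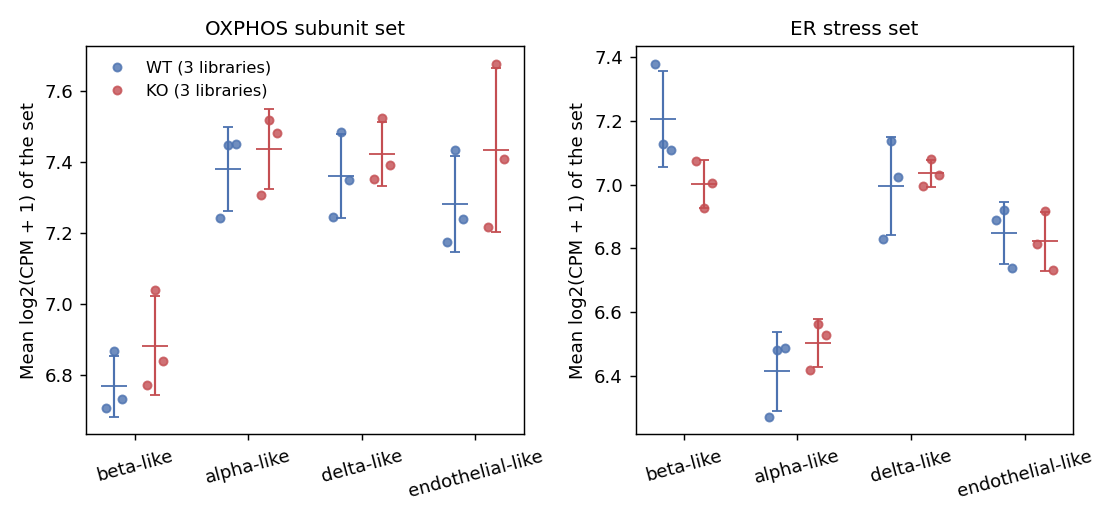
Mean log2(CPM + 1) (y axis, not from 0) of the OXPHOS subunit set and of a set of endoplasmic reticulum (ER) stress genes in β cell–like, α cell–like, δ cell–like, and endothelial-like cells, with 1 point per library, a dash for the mean, and a bar for the SD of 3 libraries. For the OXPHOS set, WT and KO libraries overlap in all 4 types, and KO library 2 is the highest in each.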

### 14-3-3ζ Regulates ATP-dependent insulin secretion.

Since deletion of 14-3-3ζ in β cells resulted in significant changes in the expression of genes associated with mitochondrial function and respiration (Figure 4, F and G), we next sought to determine whether 14-3-3ζ deletion would alter mitochondrial activity in β cells, which could explain the enhanced GSIS in β14-3-3ζ–KO mice (Figure 3F). Firstly, isolated islets from WT and β14-3-3ζ–KO mice were subjected to static GSIS assays, and under high-glucose conditions, significantly enhanced GSIS was detected from β14-3-3ζ–KO islets ex vivo (Figure 5A). No differences in insulin content were detected between groups (Figure 5B). When islets from WT and β14-3-3ζ–KO mice were subjected to perifusion, a potentiated second phase of insulin secretion was observed, which is consistent with the ATP-dependent phase of insulin release (Figure 5, C and D) (1, 2), and in the presence of diazoxide, the potentiated insulin secretory response was completely abrogated (Figure 5, C and D). Analysis of mitochondrial function and ATP synthesis revealed that 14-3-3ζ deletion in β cells could recapitulate the augmentation in mitochondrial function and ATP synthesis following acute pan–14-3-3 protein inhibition (Figure 5, E–H). Taken together, these findings suggest that, of the 7 mammalian isoforms, 14-3-3ζ is likely the key mammalian isoform in β cells that restrains insulin secretion and mitochondrial function.

In addition to the upregulation of genes associated the mitochondrial respiratory chain (Figure 4, F and G), we posited that the absence of 14-3-3ζ could relieve inhibitory effects on ATP synthase in mitochondria, similar to what has been observed in plants (29). This could result in further potentiated GSIS beyond an attained threshold. Interestingly, maximal insulin secretion in WT islets was reached at 16 mM glucose, and no further increase in insulin secretion was induced with 25 mM glucose (Supplemental Figure 1B). Although maximal GSIS from β14-3-3ζ–KO islets was also reached at 16 mM glucose, the magnitude of insulin release was significantly higher than in WT islets. Among the different concentrations of glucose, β14-3-3ζ–KO islets incubated in 10 mM glucose displayed elevations in mitochondrial activity and ATP synthesis that were equal to the maximal response of glucose (25 mM) in WT islets (Supplemental Figure 1, B–D). Collectively, these findings demonstrate that deletion of 14-3-3ζ in β cells has effects on regulating mitochondrial activity.

### Overexpression of 14-3-3ζ directly impairs insulin secretion and mitochondrial function.

We previously reported that transgenic overexpression of TAP–14-3-3ζ in mice was associated with defective insulin secretion in vivo, along with impaired glucose tolerance, but it was not clear if this decrease GSIS was islet specific (15, 43). To further explore the negative impact of 14-3-3ζ overexpression on insulin secretion and mitochondrial function, isolated islets from WT and TAP–14-3-3ζ mice were exposed to low and high glucose, and in contrast to what was observed with β14-3-3ζ–KO islets, Tandem Affinity Purification (TAP) islets demonstrated impaired GSIS with no detectable changes in total insulin content (Supplemental Figure 5, A and B). Moreover, mitochondrial function and total ATP synthesis were significantly decreased (Supplemental Figure 5, D–F). TAP-14-3-3ζ over-expression was also found to decreased *Ins1* mRNA levels (Supplemental Figure 5G). To confirm whether increased 14-3-3ζ function was responsible for the impairment in GSIS, islets from TAP mice were pretreated with 14-3-3i prior to exposure to high glucose exposure, and a restoration in GSIS comparable with WT mice was observed (Supplemental Figure 5C). Thus, overexpression of 14-3-3ζ has deleterious effects on GSIS from β cells.

### Deletion of 14-3-3ζ influence mitochondrial dynamics in the β cell.

Using affinity proteomics, we previously reported interactions between 14-3-3ζ and components of ATP synthase (10), and since ATP synthase is localized to the inner mitochondrial membrane (29, 44), it suggests that 14-3-3ζ could be mitochondrially localized. The localization of 14-3-3ζ within mitochondrial fractions has previously been reported in hippocampal neurons (45), but whether this occurs in β cells is not known. Purification of cytosolic and mitochondrial factors on MIN6 insulinoma cells revealed the presence of 14-3-3ζ within mitochondria (Figure 6A), suggestive of a localized function of 14-3-3ζ.

In HCT116 cancer cells, deletion of 14-3-3σ has been found to increase mitochondrial mass (46), demonstrating the possibility that 14-3-3ζ may similarly influence in β cell mitochondrial mass. As insulin secretory capacity positively correlates with mitochondrial mass (47), it suggests that changes in insulin secretion following 14-3-3ζ deletion could be associated with increased mitochondrial biogenesis. To measure mitochondrial mass in β cells, WT and β14-3-3ζ–KO islets were first incubated with the fluorescent probe, LUXendin-651 (LUX651), which enriches pancreatic β cells based upon GLP-1R expression (48). In dispersed WT and β14-3-3ζ–KO islet preparations, no differences in the proportion of LUX651^+^ cells, which represent β cells, were detected, and approximately 70% of counted cells were LUX651^+^, which aligns with the known proportion of β cells within a mouse islet (Figure 6B; ref. 49). The median fluorescence intensity (MFI) corresponding to MitoTracker Green was significantly higher in LUX651^+^ β cells from β14-3-3ζ–KO islets, demonstrating increased mitochondrial mass (Figure 6C). Notably, MitoTracker Green uptake is not dependent on mitochondrial potential. No differences in MFI were detected in LUX651^–^ cells between Cre^+^ WT and Cre^+^ Flox islets, indicating no impact on mitochondrial biogenesis in non-β cells (Figure 6C). Analysis of genes related to mitochondrial biogenesis and dynamics, such as *Ppgargc1a* and *Opa1,* were significantly increased in islets from β14-3-3ζ–KO mice, in addition to those regulating the mitochondrial import machinery (Figure 6D; ref. 47). In contrast, no significant differences in the expression of genes associated with mitochondrial biogenesis were observed in islets from TAP mice (Figure 6F).

Since 14-3-3ζ deletion increases mitochondrial function in β14-3-3ζ–KO islets and is also associated with enrichment of pathways associated with mitochondrial respiration within the β cell transcriptome (Figure 4G and Figure 5, E–H), we next examined if deletion of 14-3-3ζ in β cells could alter expression of mitochondrial complex proteins, which are necessary for ATP synthase (50). As measured by quantitative PCR (qPCR), various genes encoding complex proteins were significantly increased in β14-3-3ζ–KO islets (Figure 6E). This was in marked contrast to TAP islets, where only mRNA levels of *Atp5i* and *Atp5o* were decreased (Figure 6G). Protein abundance of Complex proteins were also found to be elevated in islets from β14-3-3ζ mice (Figure 6H), whereas no significant differences were observed in TAP islets (Figure 6I).

### β Cell dysfunction is associated with elevated 14-3-3ζ expression and can be alleviated by 14-3-3 protein inhibition.

Due to the absence of circulating leptin, *db/db* mice develop significant obesity along with β cell dysfunction due to increased ER stress (51, 52). To examine if acute 14-3-3 protein inhibition could have beneficial effects by enhancing β cell function, islets were isolated from 13-week-old male control *db/+* and diabetic, obese *db/db* mice (Figure 7, A and B), and they were incubated with 14-3-3i or BV02. Similar to C57BL/6J mouse islets (Figure 1A), enhanced GSIS was observed from *db/+* and *db/db* mice acutely treated with 14-3-3i or BV02 for 2 hours (Figure 7C), and no effects on insulin content were observed (Figure 7D). Furthermore, 14-3-3 protein inhibition also resulted in enhanced mitochondrial function and ATP synthesis in *db/db* (Figure 7, E–H). To examine whether inhibition of 14-3-3 proteins could have similar effects in the context of obesity but without overt diabetes, islets from 9-week-old obese *ob/ob* and nonobese *ob/+* control mice (Supplemental Figure 6, A and B) were isolated and exposed to 14-3-3 protein inhibitors. Similar to *db/db* mice, enhanced GSIS and mitochondrial function were observed in *ob/ob* islets following 14-3-3 protein inhibition (Supplemental Figure 6, C–F).

Analysis of 14-3-3 isoform mRNA levels between *db/+* and *db/db* mice revealed significantly higher mRNA levels of *Ywhaz*, the gene encoding 14-3-3ζ (Figure 7I), further suggesting that elevated 14-3-3ζ expression impairs GSIS and mitochondrial function. In contrast, islets from *ob/ob* mice did not display differences in *Ywhaz* mRNA levels (Supplemental Figure 6G). β Cell dysfunction in *db/db* mice is associated is a loss of key genes associated with β cell identity (53), and when compared with *db/+* mouse islets, mRNA levels of *Ins1* and *Ins2* were significantly decreased in *db/db* islets, along with marked decreases in other mature β cell genes like *Pdx1*, *MafA*, and *Neurod1/Beta2* (Figure 7J). Interestingly, treatment of *db/db* islets with 14-3-3i for 72 hours was sufficient to restore expression of depressed genes to levels similar to nondiabetic *db/+* islets (Figure 7J).

Expression of *YWHAZ* mRNA in β cells and islets from cadaveric donor islets with type 2 diabetes is increased when compared with healthy donor islets (Figure 8A) (54). Moreover, *YWHAZ* mRNA levels were also significantly elevated in human islets from obese donors (Figure 8A). Prolonged exposure of human islets from T2D donors to 14-3-3i or BV02 for 72 hours stimulated the expression of genes associated with insulin biosynthesis (Figure 8D). Similar to human islets from healthy donors, pretreatment of islets from type 2 diabetic donors potentiated GSIS (Figure 2A versus Figure 8B), and 14-3-3 protein inhibition did not affect total insulin content (Figure 8C). Moreover, 14-3-3 protein inhibition enhanced mitochondrial function and ATP synthesis in type 2 diabetic human islets (Figure 8, E–H). Taken together, these findings demonstrate the beneficial effect of inhibiting 14-3-3 proteins to enhance β cell function in the context of overt diabetes.

## Discussion

Due to their ubiquitous expression, the importance of scaffold proteins belonging to the 14-3-3 protein family in glucose homeostasis and metabolism is often underappreciated. In the present study, we identify potentially novel regulatory roles of 14-3-3 proteins on GSIS from β cells, as they restrain insulin release due to inhibitory effects on mitochondrial function and the synthesis of ATP. We identify 14-3-3ζ as a key 14-3-3 protein isoform that is responsible for regulating mitochondrial mass and activity and, ultimately, insulin secretion from the murine β cell. Aside from effects on insulin release, inhibition of 14-3-3 proteins and deletion of 14-3-3ζ in β cells were also found to increase β cell proliferation. In models of β cell dysfunction,14-3-3 protein inhibition was able to improve β cell function and augment glucose-induced insulin release, in addition to increasing the expression of genes that regulate β cell identity and insulin biosynthesis. These findings highlight potentially new metabolic functions of 14-3-3ζ in β cells and suggest the possibility of targeting 14-3-3 proteins — specifically, 14-3-3ζ, to increase β cell function.

The signaling events underpinning GSIS have been well defined, and amplifying and nonamplifying pathways have been reported (55, 56). The key organelle that is central to GSIS is the mitochondrion, which is the primary site of ATP synthesis in the β cell. Generation of ATP requires the actions of Complex proteins (I–V) located in the inner mitochondrial membrane that work in concert to generate the proton gradient necessary for ATP synthesis (50). Complex V, or ATP synthase, is the key rate-limiting enzyme involved in ATP generation (29, 44), and inhibitory effects of 14-3-3 proteins on ATP synthase have been reported in chloroplasts and mitoplasts (29). Moreover, 14-3-3ζ deficiency in mouse platelets is associated with sustained intracellular ATP (30). To date, direct regulators of ATP synthase in β cells have not been established. Since we and others have detected 14-3-3ζ to be present within mitochondria under resting conditions (Figure 6A) (45) and to interact with ATP synthase (10), 14-3-3ζ is likely to exert a tonic inhibitory effect on ATP synthesis within mitochondria of β cells. This may explain how acute inhibition of 14-3-3ζ and its related isoforms in mouse and human islets with 14-3-3 protein inhibitors can significantly increase mitochondrial activity and ATP synthesis. Moreover, embryonic deletion of 14-3-3ζ in β cells caused changes to the β cell transcriptome such that genes associated with oxidative phosphorylation, mitochondrial respiration, and Complex proteins were significantly upregulated.

The loss of functional β cell mass, as defined by insulin secretory capacity and β cell number, is the key defining feature of diabetes (57, 58). We found that expression levels of 14-3-3ζ were inversely correlated with insulin secretory capacity and mitochondrial function, as β14-3-3ζ–KO islets and TAP–14-3-3ζ–overexpressing islets displayed potentiated or attenuated GSIS, respectively. Moreover, mRNA levels *Ywhaz/YWHAZ*, which encode for 14-3-3ζ, were significantly elevated in models of β cell dysfunction — namely, *db/db* islets and human islets from type 2 diabetic donors. Based on these results, it is tempting to speculate that targeting 14-3-3ζ in β cells could have positive effects on restoring insulin secretion and β cell mass. However, with the ubiquitous expression of 14-3-3 proteins, highly specific approaches to only target β cells still need to be developed. Notwithstanding, systemic inhibition of 14-3-3 proteins with FTY720 (Fingolimod), which was initially identified as a sphingosine-1-phosphate receptor agonist (59), has already been shown to ameliorate diabetes in models of type 1 and type 2 diabetes, and this highlights the potential of targeting 14-3-3 proteins. For example, FTY720 has been shown to delay or prevent diabetes progression in NOD mice due to effects on T cell function (60). Moreover, treatment of *db/db* mice with FTY720 reduced hyperglycemia by potently increasing β cell regeneration when administered for more than 5 months (61), and in spontaneously diabetic nonhuman primates, FTY720 administration was found to lower fasting glucose and improve β cell function (62). Alternatively, we and others have shown that it is possible to identify novel regulators of physiological pathways within the interactomes of 14-3-3ζ and its related isoforms (10–12), and this presents a different 14-3-3 protein–focused approach to uncover new therapeutic targets.

14-3-3ζ Does not bind directly to DNA or function as a transcription factor, but deletion of 14-3-3ζ led to changes in the β cell transcriptome. This effect is likely due to its ability to sequester transcription factors in the cytoplasm following their phosphorylation (39–41). Mitochondrial DNA–encoded (mtDNA-encoded) genes are distinct from nucleus-encoded genes and are primarily transcribed and translated within mitochondria, but cooperative pathways between these 2 compartments are needed for proper expression of these genes (63, 64). This can occur through interorganellar crosstalk between mitochondria and nuclei through shuttling of metabolites (63), or in the case of the present study, 14-3-3ζ could be influencing the subcellular localization of factors necessary for their expression. For example, Prohibitin-1 and Prohibitin-2 are nuclear-encoded proteins with known roles in mitochondrial biogenesis and function, and they regulate the expression of complex proteins (65, 66). Deletion of Prohibitin-2 in β cells has been shown to impair insulin secretion and mitochondrial function, resulting in a progressive worsening of glucose tolerance, and it promotes the development of diabetes (67). We previously identified interactions of 14-3-3ζ with Prohibitin-1 and Prohibitin-2 (10), and it is possible that deletion of 14-3-3ζ may lead to increased Prohibitin-1 and Prohibitin-2 abundance at mitochondria to exert positive effects on mitochondrial biogenesis or function. Lastly, as prohibitins have been shown to link mitochondrial function to cell proliferation (66, 68), this could account for the observed increases in cell proliferation in 14-3-3ζ–deficient β cells.

Genetic inactivation of all 14-3-3 proteins has been shown to induce premature cell cycle entry and increase proliferation (31), and future examination of how 14-3-3ζ regulates β cell proliferation will be of interest. Based on previous studies, 14-3-3ζ could influence proliferation by regulating the localization and function of cyclins and cyclin-dependent kinases (CDKs) (13, 31, 69–72). It is also possible that 14-3-3ζ may influence the activity of other kinases — such as DYRK1A — that regulate β cell proliferation (35, 73). Interestingly, the kinase activity of DYRK1A is positively influenced by interactions between DYRK1A and 14-3-3 proteins (70, 71). In the present study, we found that deletion of 14-3-3ζ in β cells leads to increases in the expression of PCNA or Ki-67, which are markers of proliferation; however, no increases in β cell mass were detected. It is unclear why β cell mass was not increased, despite increased expression of proliferative markers, and it suggests a failure or block in the completion of a cell cycle. Further work is required to explore this in detail.

In summary, this study reports potentially novel, physiological roles of 14-3-3 proteins in pancreatic β cells and highlights the possibility of targeted inhibition of 14-3-3 proteins — or specifically 14-3-3ζ — to enhance insulin secretion. Inhibiting 14-3-3 protein function and deletion of 14-3-3ζ in β cells had profound beneficial effects on mitochondrial function, glucose-stimulated insulin release, and β cell proliferation. In contrast, increased 14-3-3ζ expression was found to be inversely associated with GSIS, as islets from diabetic *db/db* mice or human islets from donors with type 2 diabetes displayed higher levels of *Ywhaz/YWHAZ*. Moreover, inhibition of 14-3-3 proteins in these diabetic models was sufficient to enhance insulin secretion and mitochondrial function. Overall, results from the present study reveal roles of the 14-3-3 protein family in pancreatic β cells and deepen our understanding of the regulation of glucose-stimulated insulin release.

## Methods

### Animals.

β Cell–specific 14-3-3ζ–KO mice on a C57BL/6J background and TAP–14-3-3ζ transgenic mice on a CD1 background were housed on a 12-hour light/dark cycle with free access to water and standard rodent chow diet (15% fat by energy, Teklad). The β14-3-3ζ–KO mice were generated by breeding *Ins1*Cre^Thor^ mice (The Jackson Laboratory, 026801) (38) with mice harboring alleles with LoxP sites flanking exon 4 of *Ywhaz*, the gene encoding 14-3-3ζ (Toronto Center for Phenogenomics) (74, 75). TAP–14-3-3ζ mice express TAP-tag consisting of protein A and calmodulin-binding peptide, separated by a TEV protease cleavage site, under the control of the human UbiC promoter (43). Littermate controls (Cre^+^ WT for β14-3-3ζ KO and WT for TAP–14-3-3ζ) were used in all experiments. For glucose- and insulin-tolerance tests, β14-3-3ζ–KO or TAP–14-3-3ζ mice were fasted for 6 or 4 hours, respectively, followed by i.p. injection of 2 g/kg glucose or 0.75U/kg Humulin R insulin (Eli Lilly). Blood glucose levels were measured with a glucometer (Contour Next, Ascensia Diabetes Care). Plasma insulin and glucagon were measured by ELISA (Alpco). Male and female C57BL/KsJ *db/db* (stock no. 000697) and C57BL/6J *ob/ob* (stock no. 000632) mice and age-matched, lean control mice (C57BL/KsJ *db/+* or C57BL/6J *ob/+*, respectively) were purchased from The Jackson Laboratory.

### Mouse and human islets.

Pancreatic islets were isolated by collagenase (type XI; Sigma-Aldrich) digestion of total pancreas, as previously described (56). Isolated islets were handpicked under a stereoscope and cultured overnight at 37°C in 11.1 mM glucose RPMI 1640 medium with sodium bicarbonate, supplemented with 10% FBS, 10 mM HEPES (pH 7.4), 2 mM L-glutamine, 1 mM sodium pyruvate, 100 U/mL penicillin, and 100 μg/mL streptomycin before the start of the experiments (all cell culture reagents from Thermo Fisher Scientific).

Human islets (75%–90% pure; 13 different donors without any known disease and 3 type 2 diabetic donors) were from the Alberta Diabetes Institute IsletCore (Edmonton, Alberta, Canada) and the Integrated Islet Distribution Program (IIDP; City of Hope, Duarte, California, USA). Isolated human islets were handpicked and cultured overnight in 5 mM glucose DMEM, supplemented with 10% FBS and 1% penicillin/streptomycin before the start of the experiments. Donor characteristics can be found in Supplemental Table 4.

### Insulin secretion and ATP content measurement.

Mouse islets were transferred to RPMI 1640 medium with 4 mM glucose and human islets to DMEM with 5 mM glucose for 2 hours to achieve baseline insulin secretion. Batches of 10 islets for insulin secretion and 80 islets for ATP content were washed and preincubated for 45 minutes in Krebs Ringer buffer-Hepes (KRBH) at pH 7.4 containing 4 mM glucose and 0.5% defatted BSA, as well as various pharmacological agents, or DMSO, followed by incubation for 60 minutes in KRBH with different concentrations of glucose in the presence or absence of pharmacological agents.

Islet perifusion (Biorep Perifusion System V5; Biorep Technologies Inc, Miami Lakes, FL, USA) was performed to measure insulin secretion from 80 mouse islets of equal size for each genotype. Islets were perifused at 37°C and a rate of 0.1 mL per minute with KRBH, pH 7.4, plus 0.5% BSA and glucose, diazoxide, and KCl, as indicated. After 20 minutes preperifusion in 2.8 mM glucose, the perifusate was collected every 2 minutes for 6 minutes in 2.8 mM glucose, 16 minutes in 16.7 mM glucose, 12 minutes in 16.7 mM plus 200μM diazoxide, 12 minutes in 2.8mM glucose plus 200μM diazoxide, 16 minutes in 2.8 mM glucose plus 200μM diazoxide plus 35 mM KCL, and finally 6 minutes in 2.8 mM glucose. Total insulin released into medium, perifusate, and total insulin content (TIC) extracted by acid ethanol was determined by radioimmunoassay (MilliporeSigma).

Islet ATP content was determined by ATP bioluminescent assay kit (Sigma-Aldrich), as described before (76). Briefly, human and mouse islets were sonicated for 1 min in 400 μL of PBS on ice. To measure the amount of ATP via luminescence, an isotonic solution containing luciferase-luciferin (LL) prepared from a vial of ATP assay mix powder (Sigma-Aldrich) was used. This isotonic LL was mixed with KRBH, and ATP-dependent LL bioluminescence was measured by a TD-20/20 luminometer (Turner Designs). Data were recorded via Spreadsheet Interface Software v.1.2.0 (Turner BioSystems Inc.).

### Oxygen consumption and mitochondrial function.

Oxygen consumption was measured at 37°C from isolated mouse and human islets after overnight recovery using a Seahorse XF24 analyzer (Agilent). Islets were seeded at a density of 75 islets/well. After basal respiration measurement for 40 minutes, glucose levels were elevated to 16 mM, followed by 3 successive injections of 5 μM oligomycin, 1 μM FCCP, 5 μM rotenone, and 5 μM antimycin (Sigma-Aldrich) to assess uncoupled respiration, maximal mitochondrial respiration, and nonmitochondrial respiration, respectively. ATP production was calculated by measuring the decrease in OCR upon injection of oligomycin (56).

### Islet proliferation.

Isolated mouse islets were dispersed in trypsin (0.05%) for 5 minutes at 37°C. To image proliferative β cells, dispersed islets were seeded in chamber slides (Thermo Fisher Scientific) coated with poly-D-lysine hydrobromide (Sigma-Aldrich), and cells were cultured in RPMI 1640 medium containing 11 mM glucose with 10% FBS for 72 hours in the presence of 10 μM of BVO2, 14-3-3i, and harmine (Sigma-Aldrich). Media were changed every 24 hours. After successive washes with PBS, cells were fixed with 4% paraformaldehyde, followed by coimmunostaining for insulin (ab63820; 1:50; Abcam) and the proliferative markers Ki-67, (ab15580; 1:300; Abcam).

Human islets were handpicked, washed with PBS, and dispersed in trypsin 0.05% (Thermo Fisher Scientific) for 5 minutes at 37°C. At the end of the digestion, cells were washed, resuspended, and plated in chamber slides pretreated with poly-D-lysine hydrobromide. After overnight incubation, dispersed human islets were incubated in DMEM with 1% FBS for 72 hours in the presence of 5 mM glucose, 10 μM BVO2, 14-3-3i, and harmine. The medium was changed every 24 hours. At the end of treatment, cells were fixed and immunostained for insulin and Ki-67. Following incubation with insulin and Ki-67 antibodies, Alexa Fluor 594– and Alexa Fluor 488–conjugated secondary antibodies were used, respectively (1:500 dilution; Jackson ImmunoResearch). Slides were coverslipped after addition of ProLong Gold mounting medium (Thermo Fisher Scientific). All images were taken with an Evos FL fluorescence microscope (Thermo Fisher Scientific). Proliferation was calculated as the percentage of Ki-67^+^ and insulin^+^ cells over the total insulin^+^ cell population. At least 1500 β cells were manually counted per condition.

### Flow cytometry.

β Cell proliferation was also measured by flow cytometry. After treating with 14-3-3i or harmine for 72 hours, islets were dispersed and dead cells were labeled using the LIVE/DEAD Fixable Aqua (405 nm) Dead Cell Stain Kit (BD Biosciences). EdU detection, using the Click-iT Plus EdU Flow Cytometry Assay Kit with Alexa Fluor 488, and immunostaining were performed according to the manufacturer’s instructions (Thermo Fisher Scientific). Insulin was detected using the primary fluorophore-coupled antibody Alexa Fluor Mouse Anti-Insulin (BD Biosciences, catalog 565689, dilution 1:50). Flow cytometry analysis was performed using a LSRIIB flow cytometer with BD FACSDiva software (BD Biosciences). Dead cell stain, EdU-labeled, and insulin-labeled cells were detected using the 405, 488, and 640 nm lasers coupled with 525/50, 530/30, 670/14 nm BP filters, respectively. Proliferation was calculated as the percentage of double-positive cells for EdU and insulin over the total insulin^+^ cell population.

To measure mitochondrial mass, 150 mouse islets from 10-week-old Cre^+^ WT or Cre^+^ Flox mice were washed PBS containing 2 mM EDTA, followed by dispersion with trypsin at 37°C for 5 minutes, and passed through a 30 gauge needle. Islet cells were then rinsed with PBS twice and incubated with 50 nM FITC-conjugated MitoTracker green (Thermo Fisher Scientific) for 30 minutes at room temperature, followed by coincubation with 400 nM LUXendin-651 (48) for an additional 30 minutes. Labeled cells were monitored for FITC (488 nm/530 nm) and APC (633 nm/780 nm) using flow cytometry (LSR-II, BD Biosciences) and FACSDiva software (BD Biosciences). Data were analyzed using FlowJo v10.7. Mean fluorescent intensity (MFI) was calculated for FITC-MitoTracker in the LUXendin-651^–^ (FITC-MitoTracker^+^/LUXendin-65^–^, Q1) and LUXendin-651^+^ (FITC-MitoTracker^+^/LUXendin-651^+^, Q2) populations and compared between Cre^+^ WT and Cre^+^ Flox islets. Gating strategies used to measure EdU^+^ cells, and MitoTracker green measurements of mitochondrial mass can be seen in Supplemental Figure 7.

### IHC, β cell mass measurement, and TUNEL assay.

Whole pancreata were removed from WT and β14-3-3ζ–KO mice, weighed, fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned to 6 μm thickness. A minimum of 3 sections, 72 μm apart, were used in all studies. Antigen retrieval at 95°C was performed using EZ-Retriever System (Biogenex) with 10 mM sodium citrate buffer. β Cell proliferation was assessed, as described above. The In Situ Cell Death Detection Kit (TUNEL; Roche Applied Sciences) was used to measure β cell apoptosis (Roche; ref. 15). To measure β cell mass in pancreatic sections, IHC was performed with an insulin antibody (1:200 dilution; Ab 3014, Cell Signaling Technology) and the SignalStain DAB Substrate Kit (Cell Signaling Technology). Hematoxylin was used for counterstaining. Slides were monitored using a high-resolution scanner (Aperio ImageScope 12.3.3) to assess the areas of insulin^+^ β cells and the whole pancreas, followed by calculating β cell mass (total β cell area/total pancreas weight).

### MIN6 cell culture and mitochondrial fractionation.

Mouse insulinoma 6 (MIN6) cells (a gift from Jun-ichi Miyazaki, Osaka University, Suita, Japan) (passages 19–23) were cultured at 25 mM glucose in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin at 37°C in a humidified atmosphere (5% CO_2_, 95% air; ref. 77). Cells were seeded in a 75 cm^2^ culture flask for 5–7 days to reach a 70%–80% confluence at the day of the experiment. Purification of cytoplasmic and mitochondrial fractions or pure mitochondria were done from 20 × 10^6^ cells (Mitochondria Isolation Kit for Cultured Cells, Thermo Fisher Scientific).

### Single-cell RNA-Seq of pancreatic islets.

Islets isolated from WT and β14-3-3 KO mice at 12–14 weeks were dispersed after an overnight recovery as described above. Dead cells were removed by using a dead cell removal kit and MS columns (Miltenyi Biotec GmbH). Single-cell RNA-Seq libraries were made with the 10× Genomics Chromium Next GEM Single Cell 3′ Library Kit (v3.1) and sequenced using an Illumina NovaSeq6000 (100 bp × 2, 50,000 reads/cell). Approximately 9600 cells were loaded per sample with an anticipated recovery of 6000 cells. Information related to read mapping and gene expression quantification, quality control and normalization, data integration and clustering, and marker gene expression can be found in Supplemental Methods. All raw data files are available in the Gene Expression Omnibus (GEO; GSE186529; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186529).

### Statistics.

Statistical analyses were performed through GraphPad Prism 9 by using Student’s *t* test or ANOVA, followed by Dunnett, Tukey’s, or Bonferroni post hoc tests. Statistical significance is indicated in the figures as follows: *P < 0.05; **P < 0.01; ***P < 0.001. All data are presented as mean ± SEM.

### Study approval.

All procedures were approved by the institutional committee for the protection of animals (Comité Institutionnel de Protection des Animaux du Centre Hospitalier de l’Université de Montréal, protocol CM20043GLs). Ethical approval for the use of human islets was obtained from the Institutional Ethics Committee of the Centre Hospitalier de l’Université de Montréal (protocol 18-726 CER).

## Author contributions

YM designed and performed experiments, analyzed data, and wrote and edited the manuscript. GEL designed experiments and wrote and edited the manuscript. JJT, AG, SAC, FP, SSP, MG, and EF performed experiments. CZ analyzed data and provided bioinformatic analysis. JA and JB provided reagents. EEM, SP, and DJH edited the manuscript and provided reagents. GEL is the guarantor of this work.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

## Figures and Tables

**Figure 1:**
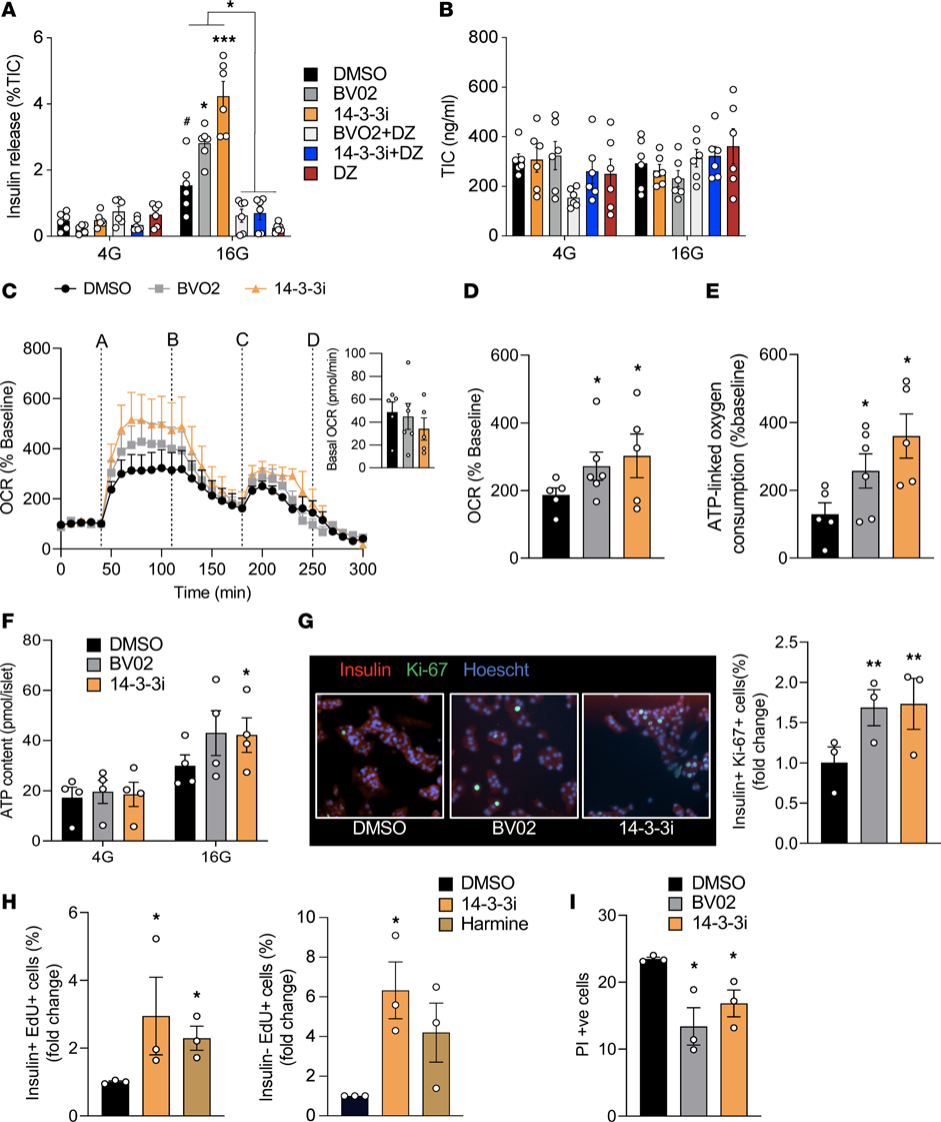
14-3-3 Protein inhibition in mouse islets enhances insulin secretion, mitochondrial function, and proliferation. (**A** and **B**) Mouse islets were incubated with 14-3-3 inhibitors (10 μM) and diazoxide (DZ, 200 μM) for 1 hour prior to 4 (4G) or 16 (16G) mM glucose for 1 hour. Insulin secretion was measured by radioimmunoassay (**A**) and normalized to total insulin content (**B**; *n* = mice 5–6 per group; ^#^*P* < 0.05 versus DMSO 4G; *P < 0.05 and ***P < 0.001 versus DMSO 16G). (**C**) Combined OCR trace, with basal OCRs in the inset image, showing when islets were treated with (line A) 16 mM glucose, (line B) oligomycin (5 μM), (line C) FCCP (1 μM), and (line D) rotenone (5 μM) and antimycin (5 μM). (**D** and **E**) Glucose-induced OCR (**D**) and ATP-linked oxygen consumption (**E**) were measured (*n* = 5–6 mice per group; *P < 0.05 versus DMSO). (**F**) Biochemical ATP measurements in islets treated with 14-3-3 inhibitors (*n* = 4 mice per group; *P < 0.05). (**G**) In dispersed islets, β cell proliferation was measured by immunostaining for insulin^+^ and Ki-67^+^ β cells after 72-hour treatment with 14-3-3 inhibitors (*n* = 3 per group; *P < 0.05). (**H**) β Cell proliferation was quantified by flow cytometry–mediated detection of insulin^+^ and EdU^+^ β cells, following 72-hour treatment with 14-3-3i or harmine (10 μM each). Insulin^–^ and EdU^+^ cells were also measured (*n* = 3 per group; *P < 0.05). (**I**) Cell death, defined by propidium iodide^+^ (PI, 0.5 μg/mL) and Hoechst 33342^+^ (50 ng/mL) cells, was measured in dispersed islets exposed to 14-3-3 inhibitors (10 μM each) for 72 hours (*n* = 3 per group; *P < 0.05). Significance was determined by 1-way ANOVA, followed by Dunnett’s test (**C**–**E** and **G**–**I**), or 2-way ANOVA, followed by Tukey’s test (**A** and **F**).

**Figure 2:**
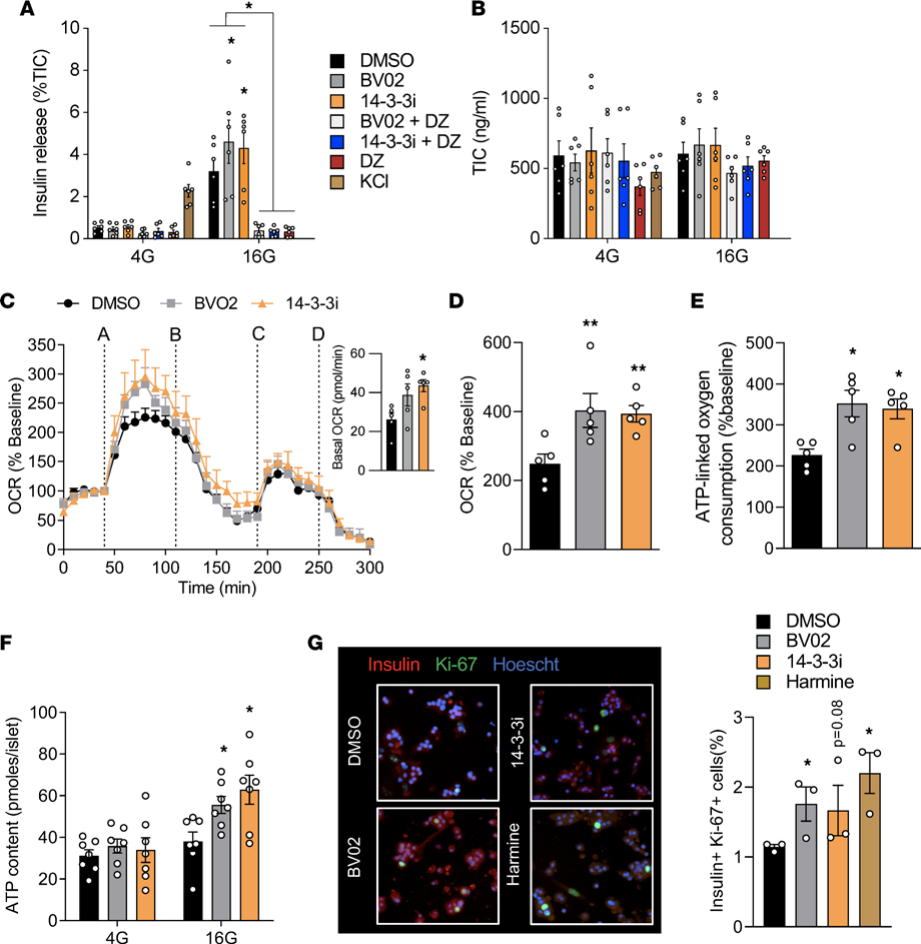
Pharmacological inhibition of 14-3-3 proteins in human pancreatic islets enhances insulin secretion, mitochondrial function, and proliferation. (**A**) Human islets were incubated with 2 pan–14-3-3 inhibitors (14-3-3i and BVO2; 10 μM each) plus or minus diazoxide (DZ, 200μM) for 1 hour at 4 mM glucose prior to treatment with 4 (4G) or 16 (16G) mM glucose for 1 hour. Insulin secretion was measured by radioimmunoassay and normalized to total insulin content (*n* = 5–6 donors per group; ^#^*P* < 0.05 when compared with DMSO 4 G; *P < 0.05, ***P < 0.001 when compared with DMSO 16G). (**B**) Quantification of total insulin content (TIC) in acid-ethanol extracts from each (n = 5–6 donors per group). (**C**) Combined OCR trace, with basal OCRs in the inset image, showing when islets were treated with (line A) 16 mM glucose, (line B) oligomycin (5 μM), (line C) FCCP (1 μM), and (line D) rotenone (5 μM) and antimycin (5 μM). (**D** and **E**) OCR in response to glucose (**D**) and ATP-linked oxygen consumption (**E**) were measured. ATP-linked OCR was calculated by measuring the decrease in OCR upon injection of oligomycin. (*n* = 5–6 donors per group; *P < 0.05 when compared with DMSO). (**F**) Biochemical measurements of ATP content in isolated mouse islets treated with 14-3-3 inhibitors and quantified at different glucose concentrations (*n* = 7 donors per group; *P < 0.05). (**G**) In dispersed mouse islet preparations, β cell proliferation, as measured by immunofluorescent staining for Insulin^+^ and Ki-67^+^ β cells, was measured after 72-hour treatment with DMSO, 14-3-3 inhibitors (10 μM each), or harmine (10 μM) (*n* = 3 donors per group; *P < 0.05). Significance was determined by 1-way ANOVA, followed by Dunnett’s test (**C**–**E** and **G**), or by 2-way ANOVA, followed by Tukey’s multiple-comparison test (**A** and **F**).

**Figure 3:**
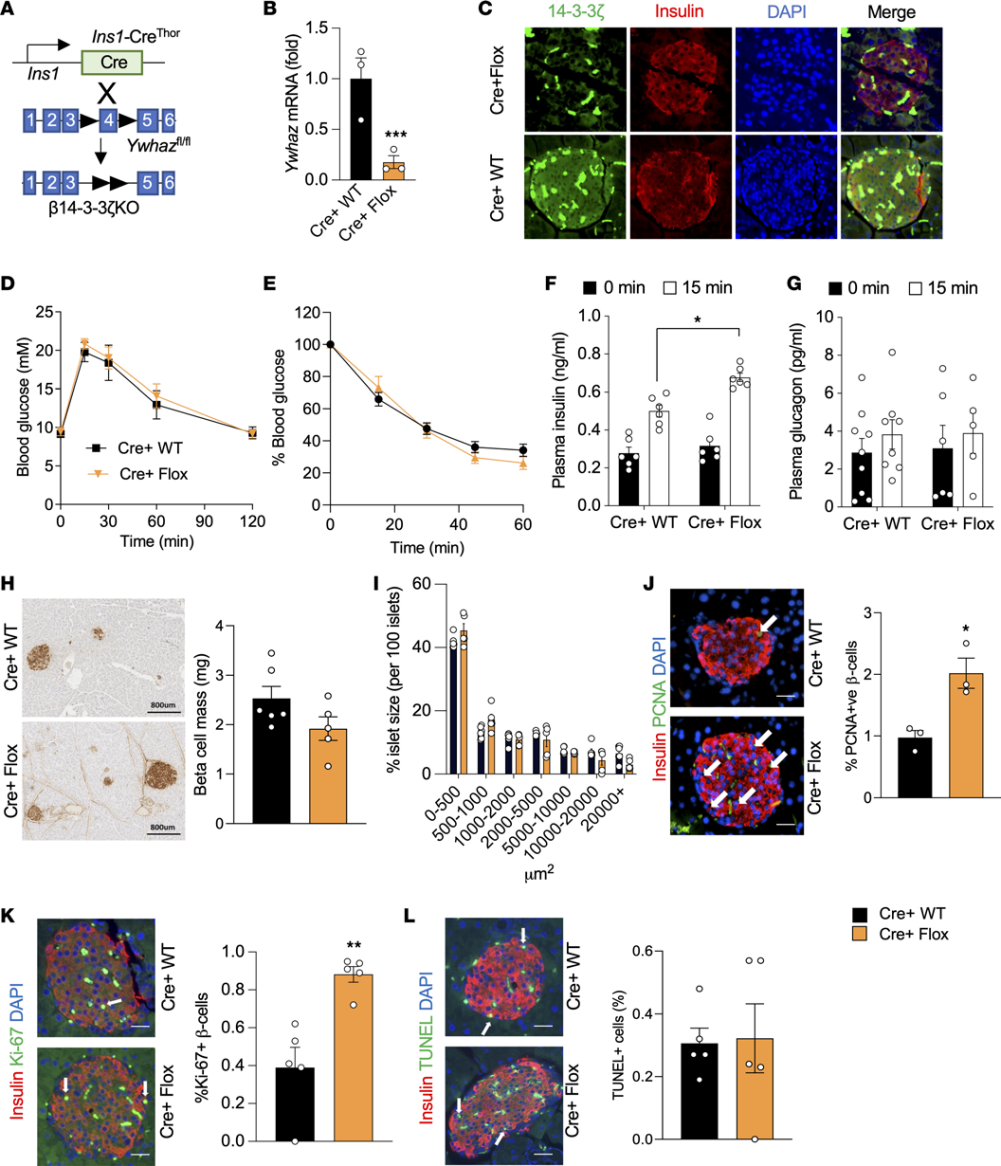
β Cell–specific deletion of 14-3-3ζ enhances glucose-induced insulin secretion in vivo and increases β cell proliferation. (**A**) Generation of β cell–specific 14-3-3–KO mice (Cre^+^ Flox) was accomplished by breeding *Ins1*Cre^Thor^ mice with mice harboring floxed alleles of *Ywhaz*. (**B**) Isolated mRNA from islets from Cre^+^ Flox mice and their littermate controls (Cre^+^ WT) were subjected to qPCR analysis for *Ywhaz* mRNA levels (*n =* 3 per genotype; ***P < 0.001) (**C**) Immunofluorescence staining for insulin and 14-3-3ζ on Cre^+^ WT and Cre^+^ Flox pancreatic sections (representative images of *n =* 3 mice per genotype). Magnification ×20. Scale bar = 100 μm. (**D** and **E**) No differences in glucose (**D**) or insulin (**E**) tolerance were observed in Cre^+^ Flox mice following i.p. injections of glucose (2 g/kg) or insulin (0.75 IU/kg), respectively (*n =* 5–9 mice per genotype). (**F** and **G**) Cre^+^ Flox mice displayed potentiated insulin secretion (**F**) following i.p. glucose (2 g/kg) injections, and no differences were observed in circulating glucagon (**G**) (*n =* 5–9 per genotype; *P < 0.05). (**H** and **I**) Pancreatic tissue from 12-week-old Cre^+^ WT and Cre^+^ Flox mice were collected, and β cell mass (**H**) and islet size distribution (**I**) were determined (*n =* 5–6 mice, 4 sections per mouse). Scale bar: 800 μm. (**J** and **K**) β Cell proliferation was measured by coimmunostaining for PCNA^+^ (**J**, *n =* 3 per genotype; *P < 0.05; scale bar: 100 μm) or Ki-67^+^ β cells (**K**, *n =* 3 per genotype; **P < 0.01; scale bar: 100 μm). White arrows denote positive cells. (**L**) TUNEL^+^ apoptotic β cells (white arrows) were measured in 4 pancreatic sections from Cre^+^ WT and Cre^+^ Flox mice. Scale bar: 100 μm. White arrows denote positive cells. Significance was determined by unpaired, 2-tailed Student’s *t* test (**B**, **J**, **K**, and **L**) or by 2-way ANOVA, followed by Tukey’s multiple-comparison test (**F**).

**Figure 4:**
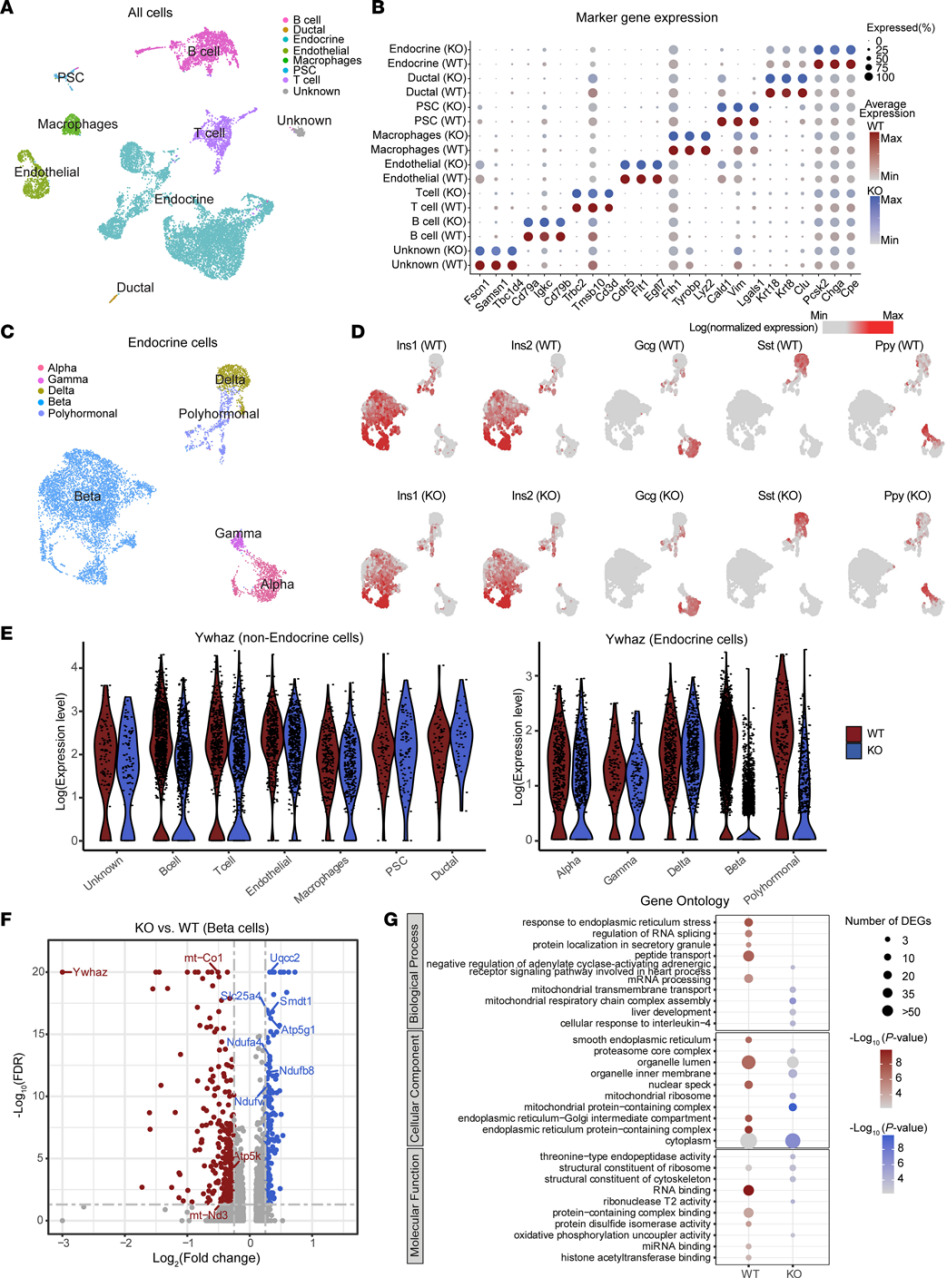
Single-cell transcriptome analyses of β14-3-3ζ–KO islets. (**A**) UMAP plot of all cells from WT and KO mouse pancreas colored by cell type. (**B**) Dot plots of candidate marker genes specific for cell types. The size and the color of the dot encode the percentage of cells and average expression level across all cells within each group (red and blue represent high expression levels in WT and KO cells, respectively). (**C**) UMAP plot of all endocrine cells from WT and KO mouse pancreas colored by cell subtypes. (**D**) UMAP plot as in **C** but split into WT and KO cells, illustrating the expression of the 4 endocrine hormones (both mouse Ins1 and Ins2 will encode for mature insulin protein): *Ins1*, *Ins2*, *Gcg*, *Sst*, and *Ppy*. The color scale is according to log-transformed normalization values, with light gray and red corresponding to the minimum and maximum expression, respectively. (**E**) Violin plot showing the expression of *Ywhaz* in different types of cells. (**F**) Volcano plot of the distribution of genes with at least 0.1 difference in log_2_ fold change in expression level, mapping the 351 upregulated genes (blue) and 358 downregulated genes (red). –Log_10_ FDR > 20 was set to avoid extremely high values. (**G**) Dot plot showing enriched GO from genes highly expressed in WT and KO β cells, respectively. The size and the color of the dot encode the numbers of DEGs and the significance of corresponding enriched GO. Data are an aggregate of *n =* 3 WT and *n =* 3 β14-3-3ζ–KO mice per group.

**Figure 5:**
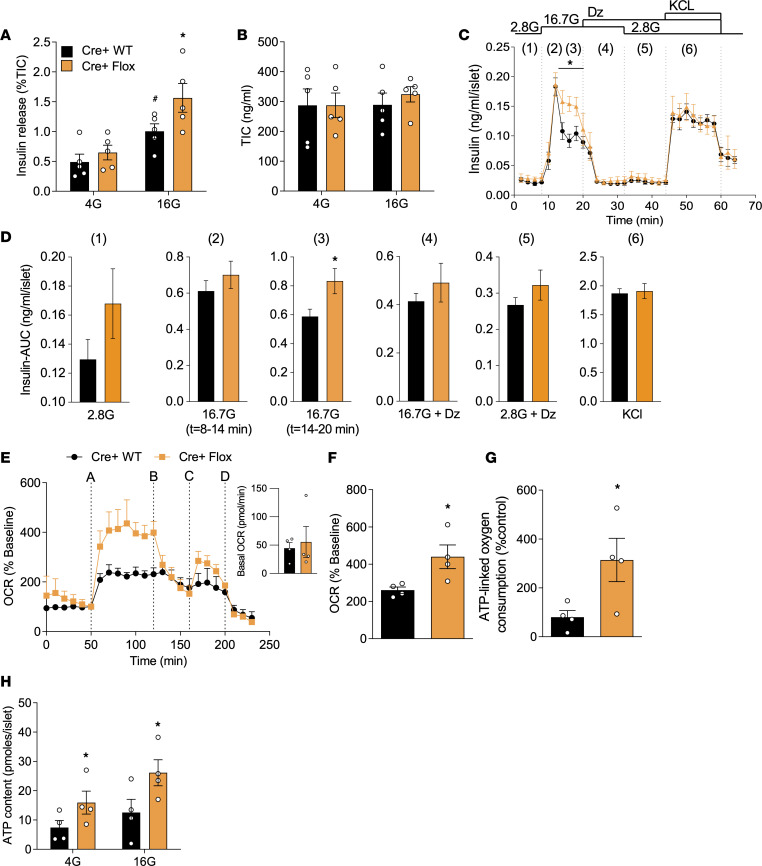
Enhanced β cell function ex vivo in β cell–specific 14-3-3ζ–KO mouse islets. (**A**) Isolated islets from Cre^+^ WT and Cre^+^ Flox mice were subjected to static glucose-stimulated insulin secretion assays. (**B**) Quantification of insulin content in acid-ethanol extracts from Cre^+^ WT and Cre^+^ Flox islets (*n =* 5 mice per group). (**C** and **D**) Perifusion of islets from 14-week-old Cre^+^ WT and Cre^+^ Flox mice was performed to examine insulin secretion dynamics in response to (lane 1) 2.8 mM glucose, (lanes 2 and 3) 16.7 mM glucose, (lane 4) 16.7 mM glucose + 200μM diazoxide, (lane 5) 2.8 mM glucose + 200μM diazoxide, or (lane 6) 35 mM KCl (**C**) and the corresponding AUCs (**D**) to each interval are shown (*n =* 3 mice per group). (**E**–**G**) Mitochondrial function, as determined by OCR (**E** and **F**) and ATP-linked oxygen consumption (**G**) were measured in Cre^+^ WT and Cre^+^ Flox islets. The inset image shows average basal OCR from 0 to 50 minutes. For OCR trace: (line A) glucose (16 mM); (line B) oligomycin (5 μM); (line C) FCCP (1 μM); and (line D) rotenone/antimycin (5 μM). (**H**) ATP content in islets from Cre^+^ WT and Cre^+^ Flox mice was quantified following exposure to different glucose concentrations (*n =* 4 per genotype) (*P < 0.05 when compared with Cre^+^ WT). Significance was determined by unpaired, 2-tailed Student’s *t* test (**C**, **D**, **F**, and **G**) or by 2-way ANOVA, followed by Tukey’s multiple-comparison tests (**A** and **H**).

**Figure 6:**
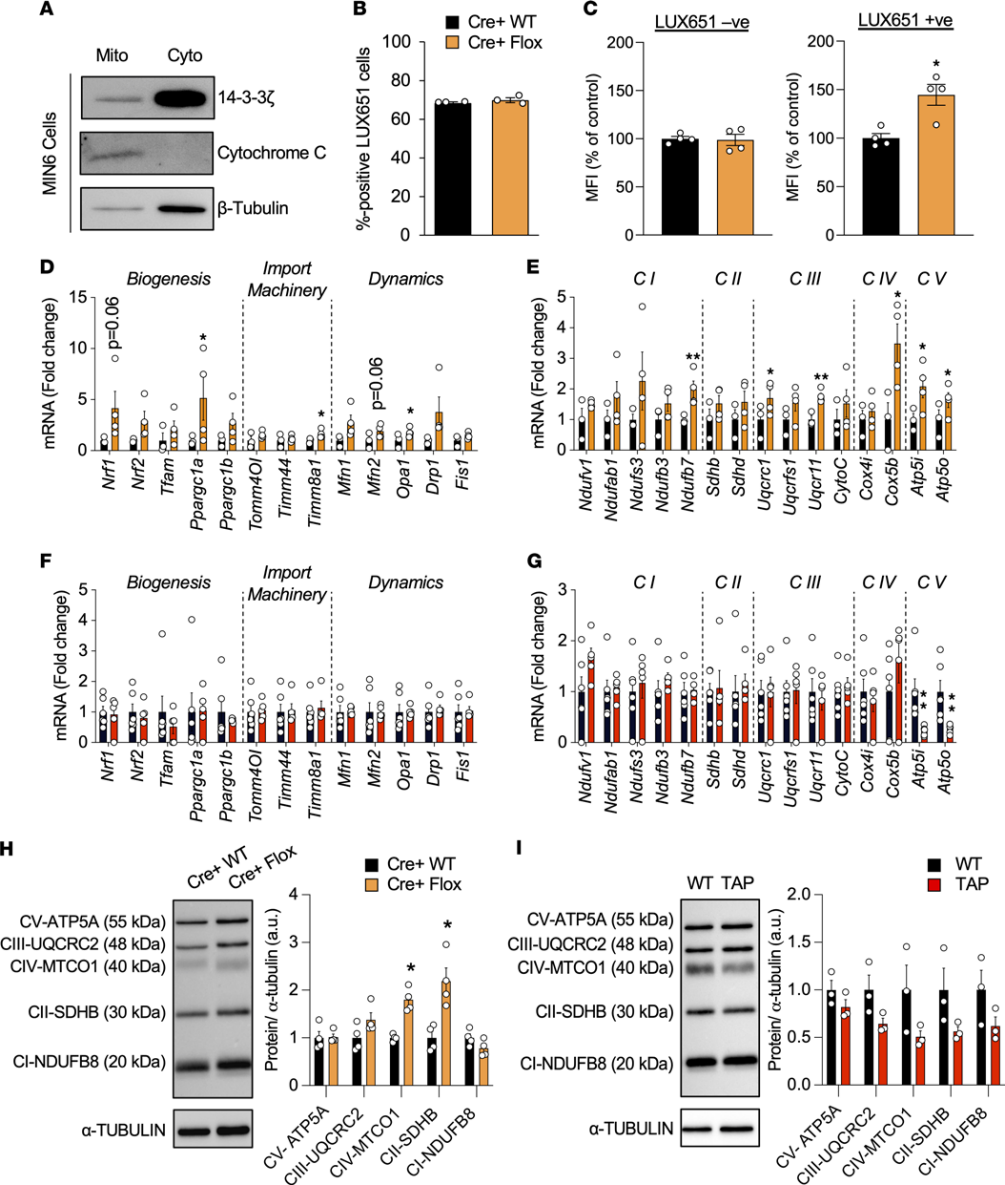
Detection of 14-3-3ζ in mitochondria, and analysis of its deletion, which leads to increases in mitochondrial mass and expression of genes associated with oxidative phosphorylation and biogenesis. (**A**) Mitochondrial (Mito) and cytoplasmic (Cyto) fractions were obtained from MIN6 insulinoma cells, resolved by SDS-PAGE, and probed for 14-3-3ζ. Cytochrome C and β-tubulin were used as mitochondrial and cytoplasmic loading controls, respectively (*n =* 3 independent experiments). (**B**) Cre^+^ WT and Cre^+^ Flox dispersed islet preparations were incubated with LUXendin-651 (LUX651; 400 nM) for 1 hour prior to detection by flow cytometry. The proportion of LUX651^+^ cells (LUX^+^/total cells counted) represents β cells from each preparation (*n =* 4 per group). (**C**) Dispersed β14-3-3ζ–KO islets were treated by MitoTracker green (100 nM) and LUXendin-651 (400 nM) to specifically label mitochondria and β cells, respectively. Histograms depict the median fluorescence intensity (MFI) of MitoTracker green in LUX651^–^ and LUX651^+^ cells (*n =* 4 per group; *P < 0.05 when compared with Cre^+^ WT). (**D**–**G**) Isolated mRNA from islets from Cre^+^ WT and Cre^+^ Flox mice (**D** and **E**) and WT and TAP mice (**F** and **G**) were subjected to qPCR analysis for mitochondrial biogenesis, import machinery, and dynamics genes (**D** and **F**), as well as for oxidative phosphorylation genes (**E** and **G**) (*n =* 3–4 mice per group; *P < 0.05; **P < 0.01 when compared with Cre^+^ WT or WT). (**H** and **I**) Western blot analysis of the OXPHOS mitochondrial complexes in islet extracts of Cre^+^ WT and Cre^+^ Flox mice (*n =* 3 per group; *P < 0.05 when compared with Cre^+^ WT mice) (**H**) or WT and TAP mice (*n =* 3 per group) (**I**). Significance was determined by unpaired, 2-tailed Student’s *t* test (**C**, **D**, **E**, **G**, and **H**).

**Figure 7:**
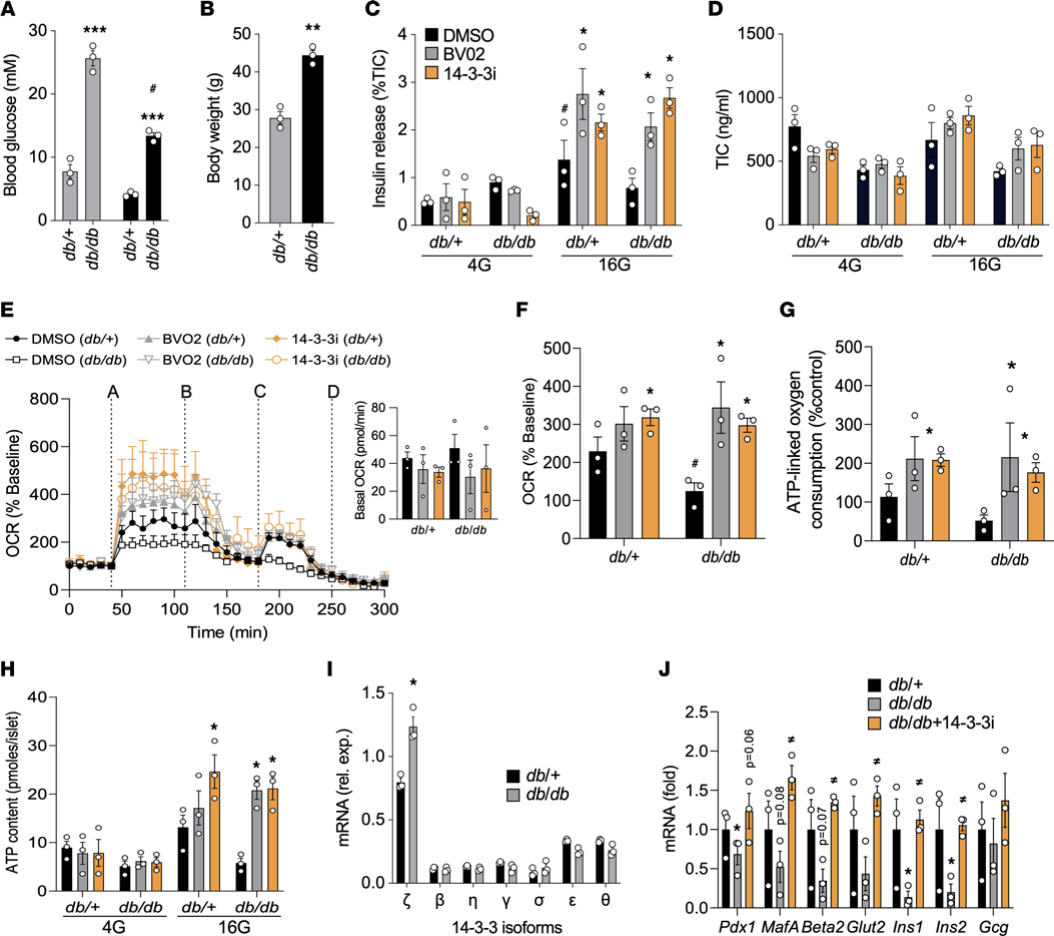
Potentiation of insulin secretion, mitochondrial function, and expression of mature β cell markers in islets from *db/db* mice. (**A** and **B**) Fed or fasted plasma blood glucose levels (**A**) and body weights (**B**) of 13-week-old *db/db* mice and control *db/+* mice (*n =* 3; **P < 0.01 and ***P < 0.0001 when compared with *db/+*; ^#^*P <* 0.05 when compared with fasting *db/+*). (**C** and **D**) Islets isolated from *db/db* and *db/+* were treated with pan–14-3-3 protein inhibitors (10 μM each) or DMSO, followed by static glucose-stimulated insulin secretion assays (**C**) or measurements of total insulin content (TIC) (*n =* 3 per group; ^#^*P <* 0.05 when compared with *db/+* 4G; *P < 0.05 when compared with 16G + DMSO). (**E**–**G**) Seahorse Extracellular Flux analysis to examine mitochondrial function, as determined by oxygen consumption (OCR, **E**, **F**) and ATP-linked oxygen consumption (**G**) rates. For OCR trace: (line A) glucose (16 mM); (line B) oligomycin (5 μM); (line C) FCCP (1 μM); and (line D) rotenone/antimycin (5μM) (*n =* 3 per group; *P < 0.05 when compared with DMSO). (**H**) ATP content of *db/db* and *db/+* mice islets treated with 14-3-3 inhibitors and quantified at different glucose concentrations. (**I** and **J**) Isolated mRNA from islets from *db/db* and *db/+* mice were subjected to qPCR analysis for 14-3-3 isoform expression (**I**) or *Pdx1*, *MafA*, *Beta2*, *Glut2*, *Ins1*, *Ins2*, and *Gcg* mRNA levels (**J**) (*P < 0.05 when compared with *db/+*; ^≠^*P <* 0.05 when compared with *db/db*). Significance was determined by unpaired, 2-tailed Student’s *t* test (**B** and **I**), 1-way ANOVA with Dunnett’s test (**J**), or 2-way ANOVA, followed by Tukey’s multiple-comparison tests (**A**, **C**, **F**, **G**, and **H**).

**Figure 8:**
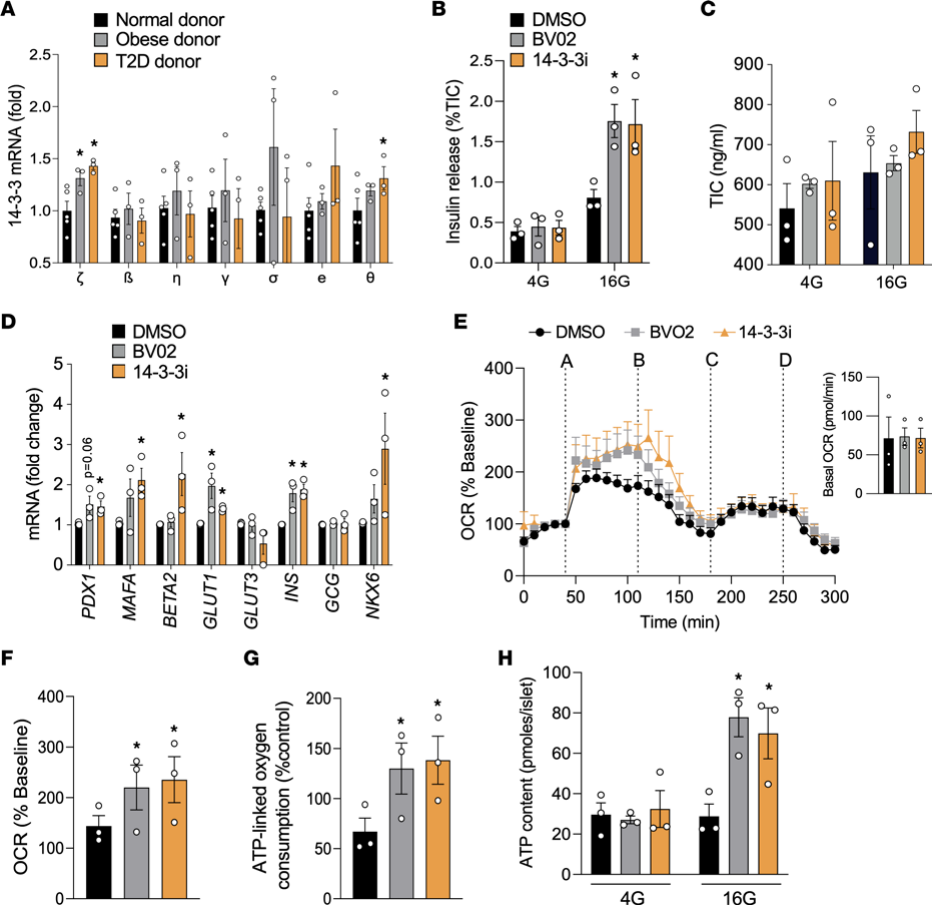
Inhibition of 14-3-3 proteins improves insulin secretory capacity and mitochondrial function in human islets from T2D donors. (**A**) Isolated mRNA from islets from normal, obese, and T2D human donors were subjected to qPCR analysis for 14-3-3 isoform expression (*n =* 3-5 donors per group; *P < 0.05 when compared with normal donor). (**B** and **C**) Human T2D islets (*n =* 3 donors) were treated with pan–14-3-3 inhibitors (10 μM each) for 2 hours, and a potentiation of glucose-stimulated insulin secretion was observed (**B**); no differences in total insulin content (TIC) were detected (**C**). (**D**) qPCR was used to measure changes in mRNA levels of *PDX1*, *MAFA*, *BETA2*, *GLUT1*, *GLUT3*, *INS*, *GCG*, and *NKX6* after 72 hours of treatment with 14-3-3 inhibitors (10 μM each). (**E**–**G**) T2D human islets were treated with pan–14-3-3 protein inhibitors (10 μM each) or DMSO followed by Seahorse Extracellular Flux analysis to examine mitochondrial function, as determined by OCR (**E** and **F**) and ATP-link oxygen consumption (**G**). For OCR trace: (line A) glucose (16 mM); (line B) oligomycin (5 μM); (line C) FCCP (1μM); and (line D) rotenone/antimycin (5μM). (**H**) ATP content in T2D human islets was measured after exposure to 14-3-3 inhibitors (10 μM each) and different glucose concentrations (*n =* 3 donors; *P < 0.05 when compared with DMSO). Significance was determined by 1-way ANOVA with Dunnett’s test (**A**, **D**, **F**, and **G**) or by 2-way ANOVA, followed by Tukey’s multiple-comparison tests (**B** and **H**).

How the deposited data were processed for this re-analysis (not part of the article)

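Single-cell RNA-Seq libraries of islets from 3 WT and 3 β14-3-3ζ–KO mice were analysed, 6 libraries in all, with 1 library per mouse and cells of one library never counted as replicates. The authors made the libraries with the Chromium Next GEM 3′ kit, sequenced them on a NovaSeq6000, and processed the reads with Cell Ranger, whose version in the file header is 6.0.2. What they deposited for each library is the count of UMIs for each gene and each barcode called as a cell, as whole numbers without normalization. The genome build was not stated in the files. Gene identifiers were matched to GENCODE vM21 (GRCm38), in which 32158 of the 32285 identifiers were found (99.607%), and coordinates are those of that annotation.

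Steps from the counts onward were run in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9, anndata 0.12.19) and R 4.3.3 (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). Of 43445 barcodes, those with fewer than 500 detected genes were left out (1423, 195, and 517 in WT libraries 1 to 3 and 1172, 74, and 104 in KO libraries 1 to 3), as were those with more than 10% of UMIs on mitochondrially encoded genes (1110, 2346, and 2376 in WT and 1642, 3037, and 2445 in KO). Scrublet scored doublets in each library with a fixed seed. Its automatic threshold marked at least 0.5% of barcodes in 1 library only, KO library 2, and in the other 5 libraries the top-scored 0.8% per 1000 barcodes were called. Doublet calls then left out 123, 580, and 112 cells in WT and 202, 229, and 158 in KO libraries.

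The kept cells were clustered with 2000 variable genes, 30 principal components, 15 neighbours, and Leiden resolution 1, in all libraries together and without integration. A cluster took the name of a cell type where at least 3 of its fixed markers were found in at least 10% of its cells at 1.5-fold or more above the other cells, where its median was at least 3500 UMIs, and where its top 10 genes did not go against the name. The marker lists were fixed before the data were examined. The numbers in this naming rule were set after the clusters were seen and were revised 3 times before any comparison of genotypes was run, and the 5714 β cell–like cells were the same in each version. Clusters that stayed unnamed included a cluster with transcripts of several hormones (1072 cells), a *Ppy*-led cluster (505 cells), a cluster of endothelial and *Rgs5* transcripts (287 cells), and a cluster led by cell cycle genes (248 cells). Of the named β cell–like clusters, 1 cluster of 647 cells had the ER stress genes *Hspa5* and *Dnajb9* among its top 10 genes. They came after *Dnah12*, *Ins1*, and *Ins2*. Its cells had a median of 2439 detected genes, against 5506 and 4764 in the other β cell–like clusters. This cluster held 28.9%, 9.00%, and 11.3% of the β cell–like cells in WT libraries 1 to 3 and 11.9%, 4.70%, and 4.90% in KO libraries 1 to 3. Dendritic-like and ductal-like cells fell short of 10 cells in a library and were not compared.

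UMI counts were summed per library and cell type. Sums were compared with edgeR's quasi-likelihood test after TMM normalization and with Benjamini-Hochberg adjustment, in β cell–like cells over genes with a UMI in more than 15% of the cells of either genotype. A gene was called at an FDR under 0.05 and an absolute log2 fold change above 0.1, which are the paper's thresholds. CPM were computed from the deposited counts. KO β cell–like cells with a *Ywhaz* UMI were left out of the tests of genes and gene sets between genotypes in β cell–like cells. Exceptions were the tests of *Ywhaz* itself and of the markers. These cells were also kept in the cell numbers, the UMIs per cell, the endocrine gene levels over the 6 libraries, and the share of dividing cells. Differences between cell types were tested with a genotype by cell type term in limma-voom with each library as a random block. Of these terms, those for *Ywhaz* and for the OXPHOS set were chosen before the data were examined, and those for the other sets were added. Single values per library were compared by 2-sided exact permutation tests, which cannot give a p below 0.1 with 3 against 3. All 10 splits of the 6 libraries into 3 and 3 were fitted to count how often a result as large arises. Sums of libraries were also compared by a chi-square over genes with at least 50 counts, and no library was a copy of another.

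Gene sets were written from gene symbols, since no GO annotation was used here: OXPHOS subunits, respiratory chain assembly factors, mitochondrial ribosomal proteins, mitochondrially encoded mRNAs, RNA splicing, cell cycle, ER stress, and immediate early genes, and the 2 panels of genes that the study measured by quantitative PCR in Figure 6. The 8 sets other than the panels were tested with camera at a correlation of 0.01, with camera at an estimated correlation, and with fry, in types with at least 20 cells in every library. The single genes named in the text follow a rule: each gene the paper names for these data, the other 14-3-3 genes, *Phb* and *Phb2*, *Mki67* and *Pcna*, sex-linked genes, *Igkc*, the neighbours of *Ywhaz*, and the 5 genes with the largest rise and fall among called genes without overlap between genotypes. Other genes that are named were picked after their values were seen.

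The mapping of samples, the main tests, the gene-naming rule, and the alternatives were chosen before the data were examined. The alternatives were all KO β cell–like cells kept, the replicate number as a block, DESeq2, RLE size factors, hormone genes left out of the library size, another or no filter on low counts, each library left out, mitochondrial limits of 5% and 20%, at least 1000 genes, no doublet calls, Leiden resolution 2, thinning to 5000 UMIs (2000 as well for the share of cells), and WT cells drawn to the depth of the KO cells. Added after the data were seen were β cell–led clusters below the UMI minimum and the drawn depth for gene sets and named genes. Leaving out replicate 1 of both genotypes, and the β cell–like cluster with *Hspa5* and *Dnajb9*, were also added then.

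Whether the replicate numbers pair the libraries was checked in β cell–like cells. The deviations from the genotype means, correlated across genes, which are not independent replicates, gave 0.463, 0.412, and 0.213 for libraries with the same number, and −0.426 to −0.00975 for the others. Neither the paper's main text nor the labels state what a shared number means. The paper's Supplemental Methods were not available here. For the gene sets, KO minus WT was also taken within the 3 pairs of same-numbered libraries, after the data were seen.

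The fitting code was tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed. For β cell–like cells (9363 genes), 99% of genes changed 2-fold and 58% of genes changed 1.41-fold were recovered, and 13 of 170 calls were false. For endothelial-like cells (9554 genes) the figures were 52% and 5%, with 11 of 68 calls false, and for T cell–like cells (7077 genes) 18% and 0%, with 3 of 21 calls false. A first version of this test also required recovery of most 2-fold changes in every type. That requirement was dropped when endothelial-like cells missed it, and no fitting code was changed. The simulated test was first run after the first fits to the real counts. At this depth, changes below 2-fold are recovered only in part, even in β cell–like cells.

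Not used here were the integration with a human islet data set, an enrichment or overlap with the paper's DEGs, and the experiments other than single-cell RNA-Seq.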

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

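The tests of the ER stress set, of *Ywhaz* in B cell–like and T cell–like cells, of the OXPHOS set in splits of other cell types, of sets across libraries between cell types, and of sets within same-numbered pairs, and the genotype by cell type terms of sets other than the OXPHOS set, were chosen only after the results were seen.

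*Ywhaz* fell less in every other tested type than in β cell–like cells. The KO against WT log2 fold change was above that of β cell–like cells by 2.45 in B cell–like, 2.55 in T cell–like, 2.98 in α cell–like, 3.07 in δ cell–like, 2.89 in endothelial-like, 2.89 in macrophage-like, and 2.98 in stellate cell–like cells. All 7 terms passed an FDR of 0.05 (limma-voom, Benjamini-Hochberg adjustment). The design names a biological explanation, deletion by a Cre expressed from the *Ins1* locus. The part that RNA of β cells plays in the *Ywhaz* level within a type was estimated in all 7 types. No technical explanation of the differences between types was tested.

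In T cell–like cells *Ywhaz* was nevertheless lower in all 3 KO libraries than in all 3 WT libraries. RNA of β cells in these cells, at the *Ywhaz* level of β cell–like cells, carried 9.36% of the difference in T cell–like and 27.0% in B cell–like cells, so the loss of *Ywhaz* from that RNA does not by itself account for the difference. The same RNA also dilutes the cells' own transcripts. Read from *Ins2*, it would lower the WT level to 172 CPM in T cell–like cells, where 171 ± 20.1 CPM (SD, n = 3) was observed, and to 241 CPM in B cell–like cells, where 225 ± 110 CPM was observed. Dilution may thus account for the lower mean level, but the estimate in T cell–like cells has an SD of 68.1 CPM. It also rests on 10 and 16 cells in the smallest libraries. RNA of β cells was 77.2%, 42.1%, and 40.6% of the UMIs of T cell–like cells in KO libraries 1 to 3. Dilution would give the lowest level in KO library 1, which had the highest, 189 CPM against 175 and 149. In macrophage-like cells dilution gives 234 CPM, where the observed level was 206 ± 1.58 CPM. A real change in these cells and dilution cannot be told apart.

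ER stress genes moved differently in β cell–like cells. The set of 29 genes had a median log2 fold change of −0.18 in KO β cell–like cells, with 1 gene higher (camera, FDR = 6.66e-12; 0.321 with fry and 0.293 with an estimated correlation, Benjamini-Hochberg adjustment), 0 genes called and 8 at an unadjusted p under 0.05. With the replicate block 3 genes of the set were called, *Hspa5*, *Pdia4*, and *Sdf2l1*. All 3 KO libraries lay below all 3 WT libraries (2-sided exact permutation p = 0.1), and 1 of the 10 splits of the 6 libraries gave as large a median, the real one. The fold change of the set was higher than in β cell–like cells by 0.25 in α cell–like, 0.23 in δ cell–like, and 0.18 in endothelial-like cells (limma-voom terms with camera, adjusted p = 2.72e-13, 3.29e-11, and 1.87e-06 by Benjamini-Hochberg). Taking the difference between types within each library gave 2-sided exact permutation p values of 0.3, 0.2, and 0.3, a test that ignores the pairing of the libraries. Within the 3 same-numbered pairs, KO minus WT in mean log2(CPM + 1) was −0.30, −0.20, and −0.10 in β cell–like cells and 0.15, 0.081, and 0.042 in α cell–like cells. In endothelial-like cells it was −0.075, −0.00014, and −0.0060, and in δ cell–like cells 0.17, −0.057, and 0.0087. The change was above that in β cell–like cells in all 3 pairs for each of these types, by at least 0.095. This argues against a fall of the same size in all types, from handling or free RNA, as the whole cause, although 3 pairs are few. Selection of KO cells without a *Ywhaz* UMI is argued against, since the median was −0.17 with all KO β cell–like cells kept, and WT cells without a *Ywhaz* UMI had a median 0.46 above other WT cells. Depth stays open: with WT cells drawn to the depth of the KO cells the median was −0.080, so part of the fall may come from the deeper WT cells. Without WT library 1 the median was −0.10. Of the β cell–like clusters, 1 had *Hspa5* and *Dnajb9* among its top 10 genes. Without its cells the median was −0.10 (camera, FDR = 5.07e-06; 0.260 with fry, Benjamini-Hochberg), and KO was lower in all 3 pairs, with differences of −0.16, −0.18, and −0.036. A smaller share of this cluster in KO is thus argued against as the whole cause, and it may account for part of the fall. An effect of the deletion of *Ywhaz* in β cells on these genes stays among the open explanations and was not tested further.

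The OXPHOS set was raised in KO in β cell–like cells, and the terms against α cell–like and δ cell–like cells were −0.057 and −0.058 (adjusted p = 0.0244 for both). The term against endothelial-like cells was 0.055 (adjusted p = 0.0478 over the 3 types, which were set before, and 0.0597 over all 15 terms of the sets; limma-voom terms with camera, Benjamini-Hochberg adjustment). Across libraries none of these differences separated the genotypes, and without KO library 2 the terms were −0.0097, −0.029, and −0.0070, and none passed. Without WT library 3 they were −0.013, −0.029, and 0.054, and none passed either. Of the 10 splits of the libraries, 4 gave as large a median in β cell–like cells, and 6 did so in each of α cell–like, δ cell–like, and endothelial-like cells. The split of WT libraries 1 and 3 with KO library 1 against the rest gave a larger median in β cell–like cells, 0.20. That split parts both replicate 1 libraries from both replicate 2 libraries, so it follows the replicate numbers, and with the replicate number as a block the median of the real split was 0.12. Of the 4 splits that part all 3 pairs, the other 3 then gave 0.044, −0.0016, and −0.073, so the real one was the largest. Selection of KO cells without a *Ywhaz* UMI is argued against as the whole cause, since the median was 0.13 with all KO cells kept, although WT cells without a *Ywhaz* UMI had a median 0.23 above other WT cells (239 against 2302 cells). A difference between libraries shared by all types, from handling or free RNA, stays open: the median in endothelial-like cells was 0.16, at least as large as in β cell–like cells, while those in α cell–like and δ cell–like cells were smaller. The set was higher in KO in all 3 same-numbered pairs in each of the 4 types. Without KO library 2, which leaves replicate 2, the highest in both genotypes, in WT only, the medians were 0.033 in β cell–like and 0.015 in endothelial-like cells. In β cell–like cells the set still passed camera at the presumed correlation with each library left out (highest adjusted p = 0.0322, Benjamini-Hochberg). In α cell–like, δ cell–like, and endothelial-like cells it did not pass without KO library 2. An effect of the deletion in β cells and a shared difference between libraries cannot be told apart here.

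Immediate early genes had a median log2 fold change of −0.13 in KO β cell–like cells, with 18 of 24 genes lower (camera, FDR = 0.00161; 0.568 with fry), 0 called and 4 at an unadjusted p under 0.05. With the replicate block 2 were called, *Egr1* and *Jun*. The terms against other types were 0.13 in α cell–like, 0.29 in δ cell–like, and 0.25 in endothelial-like cells (adjusted p = 0.0424, 0.00221, and 0.0151, Benjamini-Hochberg). The differences within libraries gave 2-sided exact permutation p values of 0.7, 0.5, and 0.4, which ignore the pairing of the libraries. Within same-numbered pairs the change was above that in β cell–like cells by 0.31, 0.15, and 0.27 in δ cell–like and by 0.35, 0.015, and 0.11 in endothelial-like cells. In α cell–like cells the difference went both ways (0.26, −0.088, and 0.13), so a fall shared with all types is not excluded. Stress during dissociation raises these genes. The median in endothelial-like cells was −0.0091, which is near 0 with genes on both sides and decides nothing. Replicate 1 libraries of both genotypes had the highest levels in β cell–like cells (mean log2(CPM + 1) of 4.28 in WT and 4.12 in KO, against 3.70 to 3.86 in the others). Genotypes are balanced over the replicate numbers, and KO minus WT was −0.16, −0.15, and −0.17 in the 3 same-numbered pairs, so a difference between replicates does not account for the lower level. In endothelial-like cells the pairs went both ways (0.16, −0.087, and −0.13), as they did in α cell–like and δ cell–like cells. Without WT library 1, which leaves replicate 1 in KO only, the median was 0.038. Of the 10 splits, 5 gave as large a median. Dissociation that differed between WT and KO libraries and an effect of genotype cannot be told apart for this set.

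RNA splicing genes had terms of 0.075 against α cell–like and 0.047 against δ cell–like cells (adjusted p = 0.00466 and 0.0139), and mitochondrial ribosome genes had a term of 0.080 against endothelial-like cells (adjusted p = 0.00575, limma-voom terms with camera, Benjamini-Hochberg adjustment). Across libraries these differences gave 2-sided exact permutation p values of 0.2, 0.2, and 0.3, which ignore the pairing of the libraries. In all 3 same-numbered pairs each difference from β cell–like cells was above 0. For splicing it was 0.097, 0.0069, and 0.057 in α cell–like and 0.060, 0.027, and 0.025 in δ cell–like cells, and for the mitochondrial ribosome 0.022, 0.10, and 0.083 in endothelial-like cells. Of the 10 splits, 2 gave as large a median for the splicing set in β cell–like cells, and 7 did so for the mitochondrial ribosome set. Without KO library 2, which leaves replicate 2 in WT only, the median of the mitochondrial ribosome set was 0.00060 in β cell–like cells, where KO was higher in all 3 pairs. In all, 11 of 15 terms for sets passed an FDR of 0.05, a number that assumes the small preset correlation between genes. Without the cluster with *Hspa5* and *Dnajb9*, the splicing set had a median of −0.016 in β cell–like cells and no longer passed. The median of the mitochondrial ribosome set then rose to 0.079, and it passed with camera but not with fry. No technical explanation specific to these 2 sets was tested, and none was excluded.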

How the results depend on the processing

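Alternatives chosen only after the data were seen were the addition of β cell–led clusters below the UMI minimum and the drawn depth for sets and named genes. So were replicate 1 left out of both genotypes, and the cluster with *Hspa5* and *Dnajb9* left out. The cause was not tested for any change given here, except where the alternative itself tests fewer or more genes.

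For *Ywhaz* in β cell–like cells the log2 fold change kept its direction and its call in every alternative run. The difference between KO and WT in the share of cells with a *Ywhaz* UMI was −52.2 percentage points. It was −44.6 with a mitochondrial limit of 5%, −36.7 with clusters below the UMI minimum added, −40.8 with cells thinned to 5000 UMIs, and −21.5 with cells thinned to 2000, as fewer UMIs leave fewer cells with one. It ranged from −54.6 to −49.1 with each library left out.

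The count of DEGs was 1 in the main setting and under most alternatives. It was 39 with the replicate block, 19 with no filter on low counts (21990 genes tested), and 7 with DESeq2. Of the splits of the libraries that part all 3 pairs, the real one gave 39 calls with the replicate block and the other 3 gave 0, with 1278 genes at an unadjusted p under 0.05 in the real split and 324, 214, and 237 in the others. Only the real split lines up with the selection of KO cells without a *Ywhaz* UMI, which fixes the call of *Ywhaz*. For this count the block was not combined with all KO β cell–like cells kept, so genotype and selection are not separated. With the replicate block, *Gcg* was called at a log2 fold change of 0.90 (edgeR adjusted p = 0.0103, Benjamini-Hochberg; 0.0103 to 0.918 over its alternatives that kept all libraries). DESeq2 called *Ins1* at −0.66 (adjusted p = 2.2e-09, Benjamini-Hochberg; 2.2e-09 to 0.908 over those alternatives). Of the other genes called with the block, 1 belongs to the RNA splicing set, 1 to the mitochondrial ribosome set, 3 to the ER stress set, and 2 to the immediate early set. The block changed no call of a gene set, of a marker, or of *Ywhaz* in any type. The count of called markers was 0, and 1 with DESeq2 and with no doublet calls, and from 0 to 1 with each library left out.

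Set medians do not depend on the set test, but with both fry and an estimated correlation none of the sets passed in β cell–like cells: OXPHOS 0.13, assembly 0.023, mitochondrial ribosome 0.049, RNA splicing −0.033, ER stress −0.18, and immediate early −0.13. Nor did the OXPHOS set in α cell–like (0.039), δ cell–like (0.061), and endothelial-like cells (0.16). The splicing set no longer passed with all KO cells kept (−0.029), a mitochondrial limit of 20% (−0.025), added clusters (−0.033), or thinning (−0.032). It also did not pass without the cluster with *Hspa5* and *Dnajb9* (−0.016). Without that cluster the OXPHOS, assembly, and mitochondrial ribosome medians rose to 0.17, 0.043, and 0.079. These 3 sets passed with camera at the presumed correlation, but not with fry or an estimated correlation. The assembly set no longer passed with a limit of 5% (0.037) or with thinning (0.075). The cell cycle median changed sign with the drawn depth (0.011) and with no doublet calls (0.0042). At Leiden resolution 2 and with no doublet calls, the difference of the OXPHOS set from β cell–like cells no longer passed in δ cell–like cells, being −0.016 and −0.0077, or in endothelial-like cells, being 0.035 and 0.019. It still passed in α cell–like cells, at −0.059 and −0.066. *Ywhaz* in δ cell–like cells became a call at −0.97 under both of these alternatives, where 1679 and 2171 cells had the name against 787 in the main setting.

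Leaving out 1 library leaves its replicate number in 1 genotype only. With each library left out in turn, medians ranged from −0.041 to −0.025 for splicing, 0.0031 to 0.075 for assembly, 0.00060 to 0.13 for mitochondrial ribosome, −0.0077 to 0.14 for mitochondrially encoded, −0.054 to 0.0077 for cell cycle, −0.26 to 0.038 for immediate early genes, and 0.033 to 0.18 for OXPHOS. The OXPHOS set ranged from −0.017 to 0.097 in α cell–like, 0.0042 to 0.12 in δ cell–like, and 0.015 to 0.27 in endothelial-like cells, and its difference from β cell–like cells from −0.095 to −0.0097, −0.090 to −0.029, and −0.0070 to 0.11. *Ywhaz* ranged from −0.098 to 0.020 in δ cell–like and −0.29 to 0.15 in stellate cell–like cells.

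Single genes that were not called also changed sign. Hormone genes have no value where hormone genes were left out. With all libraries kept, 10 genes did so in 19 comparisons, and 431 comparisons kept direction and call. *Ppy* was at 0.045 with a mitochondrial limit of 20%, 0.47 with no doublet calls, 4.8e-05 with the replicate block, 0.25 with added clusters, and 0.16 with thinning. *Ywhag* was at −0.0058 with the limit of 20%, −0.0010 with hormone genes left out, −0.00045 with no doublet calls, and −0.013 with added clusters. Without the cluster with *Hspa5* and *Dnajb9*, *Ywhag* was at −0.015 and *Eif2s3y* at 0.014. With a limit of 5%, *Phb2* was at −0.035, *Sst* at −1.96, *Uty* at 0.073, and *Ywhaq* at −0.015. *Phb2* was at −0.0067 with at least 1000 genes, *Igkc* at −0.086 with added clusters, *Ndufv2* at −0.042 with thinning, and *Pcna* at 0.016 with the drawn depth.

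With 1 library left out, 18 single genes spanned 0: *Atp5k* −0.32 to 0.12, *Cpe* −0.17 to 0.047, *Eif2s3y* −0.079 to 0.088, *Igkc* −5.36 to 3.30, *Ins2* −0.069 to 0.31, *Ndufa4* −0.024 to 0.30, *Ndufv2* −0.037 to 0.15, *Pcna* −0.14 to 0.030, *Phb2* −0.014 to 0.035, *Ppy* −0.51 to 0.56, *Sst* −0.17 to 0.26, *Uty* −0.075 to 0.023, *Ywhab* −0.043 to 0.15, *Ywhae* −0.059 to 0.083, *Ywhag* −0.045 to 0.049, *Ywhah* −0.014 to 0.20, *Ywhaq* −0.020 to 0.087, and *mt-Nd3* −0.31 to 0.074. B cell–like cells are uneven between libraries, and *Igkc* is a B cell transcript.

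Of results of comparisons with all libraries kept, 193 values kept their direction and side of the threshold. Depth limits the fits in small types: in simulated T cell–like sums, 18% of genes changed 2-fold were recovered.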

Differences from the paper's values

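The paper's count of DEGs in β cells is 709, of which the legend of Figure 4 gives 351 as higher and 358 as lower in KO. The count here was 1, with 0 higher and 1 lower. At an unadjusted p under 0.05 there were 482 genes, and 1278 with the replicate block. Among the 20 alternatives set before the data were examined, none came within 1.5 times of the paper's counts, and the closest was the replicate block, with 39 genes, 14 higher and 25 lower. All of these alternatives tested sums per library, and cells were not tested as units. The paper's main text does not name its test, so the counts may come from unlike tests. Its log2 fold changes, given next, may likewise be of an unlike measure.

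For *Ins1* in β cells, the paper's log2 fold change is −1.50, and the value here was −0.66. None of the 16 alternatives set before the data were examined closed the gap, the closest being −0.71 with all KO β cell–like cells kept. For *Chga* the paper's value is −0.798 and the value here was −0.17. None of 17 such alternatives closed the gap, and the closest was −0.26 without WT library 2. For *Cpe* the paper's value is −0.322 and the value here was −0.079, again with none of 17 closing the gap and −0.17 without KO library 1 the closest.

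For *mt-Co1*, at −0.509 in the paper and −0.17 here, none of 17 alternatives closed the gap, the closest being −0.23 with a mitochondrial limit of 5%. For *mt-Nd3*, at −0.427 in the paper and −0.16 here, the gap closed in 2 of 17 alternatives, without KO library 2 (−0.25) and without WT library 3 (−0.31), and not in the other 15. For *Sst*, at 0.416 in the paper and 0.097 here, the gap closed in 6 of 16 alternatives: Leiden resolution 2 (0.27), at least 1000 genes (0.27), a mitochondrial limit of 20% (0.25), no doublet calls (0.29), thinning to 5000 UMIs (0.34), and without KO library 3 (0.26). It did not close in the other 10.

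The paper lists *Uqcc2*, *Atp5g1*, *Ndufa4*, and *Smdt1* as DEGs. All 4 were higher in KO here, and none was called in the main setting or in any alternative. Of the genes that the paper lists and that were followed under each alternative, *Gcg* was called with the replicate block (log2 fold change 0.90) and *Ins1* with DESeq2 (−0.66). The paper states that key markers did not change. In the main setting 0 of 58 markers were called, with 4 at an unadjusted p under 0.05, and 1 was called with DESeq2 or with no doublet calls. The paper restricts the loss of *Ywhaz* to β cells. In δ cell–like cells its log2 fold change was −0.043 here and was not called. It was called lower at Leiden resolution 2 and with no doublet calls (−0.97 in both), where cells with several hormones were among the δ cell–like cells, 1679 and 2171 cells in place of 787.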

Other observations

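The splits with the replicate block, and the single genes picked from those called with it, were chosen only after the main results were seen.

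*Ins1* was at 106050 ± 6572 TMM-normalized CPM in WT and 67331 ± 4886 CPM in KO β cell–like cells (SD, n = 3), with every KO library below every WT library. Its log2 fold change was −0.66, while those of *Ins2* and *Iapp* were 0.052 and −0.056. *Ins1* lies on chromosome 19 from 52264297 to 52265476 (GRCm38), and Cre is expressed from this locus. A candidate explanation is that WT and KO mice differ in the number of Cre alleles, if an allele with the knock-in gives little *Ins1*. The fall in *Ins1* alone is consistent with this, but the genotype at the locus was not measured, and reads shared between *Ins1* and *Ins2* or an effect of the deletion on *Ins1* cannot be told apart from it.

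All 6 libraries came from cells of the same sex as far as transcripts show. The highest level of *Xist* in a library was 0.344 CPM and Y-linked genes were detected in all 6, which argues against a sex difference between the groups.

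B cell–like and T cell–like cells were many in both replicate 2 libraries, and libraries with the same replicate number deviated together across genes in β cell–like cells. The lowest correlation of their deviations was 0.213, and those of all libraries with different numbers were below 0. This is consistent with shared preparation by replicate number. Genotypes are balanced over the replicate numbers, so this does not separate WT from KO.

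With the replicate block, *Gcg* was higher in KO β cell–like cells. The difference between KO and WT was 503 CPM in β cell–like cells (2-sided exact permutation p = 0.1), and 552 CPM in endothelial-like cells, which do not make glucagon (2-sided exact permutation p = 0.6). It was 514 CPM in δ cell–like, 732 in macrophage-like, 1352 in B cell–like, 1390 in T cell–like, and 4929 in stellate cell–like cells. A rise in types that do not make glucagon is consistent with free RNA from α cells, but its size differed between types and their libraries overlapped, so free RNA and a change in β cells cannot be told apart.

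Other genes called with the replicate block, picked after their values were seen, were *Dusp4* (log2 fold change −1.31), *Gstp1* (−1.12), *Sdf2l1* (−0.61), *Hspa5* (−0.60), *Egr1* (−0.51), and *Clu* (0.46). Of the 4 splits that part all 3 pairs of same-numbered libraries, 1 gave 39 calls, the real one. It is also the only split that lines up with the selection of KO cells without a *Ywhaz* UMI, so it does not separate genotype from that selection.

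In β cell–like cells, 1 of the 10 splits of the 6 libraries gave as many DEGs as the real one, the real one itself, and the call is *Ywhaz*. The other 9 gave 0 genes, with 97 to 1339 genes at an unadjusted p under 0.05. In α cell–like, δ cell–like, and endothelial-like cells the real split gave 0 calls, with 357, 354, and 255 genes at an unadjusted p under 0.05. Other splits called up to 6, 13, and 58 genes. The split with 58 parts replicate 1 from replicate 2 libraries. For the 58 cell type markers, the real split gave 0 calls and 4 at an unadjusted p under 0.05, and other splits gave up to 2. With 0 calls in the real split, each of the 10 splits gives at least as many, so for these types and the markers the number of such splits decides nothing. For the set medians in β cell–like cells, 7 of 10 splits gave a median as large for respiratory chain assembly, 6 for mitochondrially encoded genes, and 9 for the cell cycle. With the replicate block, the real split gave the largest median of the 4 splits that part all 3 pairs for the OXPHOS, splicing, ER stress, and immediate early sets, and not for the other 4 sets. The design of 3 against 3 cannot give a share below 0.1, so these counts do not separate genotype from chance.

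T cell–like cells were the only type besides β cell–like cells with called genes, 11 of 7078 tested, with 746 at an unadjusted p under 0.05. With 10 T cell–like cells in WT library 3 and 16 in KO library 1, no explanation was tested.

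The paper measured proteins and mRNAs of islets in other assays that these libraries do not cover. In β cell–like cells, the 13 genes of its quantitative PCR panel on mitochondrial biogenesis and dynamics had a median log2 fold change of −0.036, with 6 higher. The 15 genes of its OXPHOS panel had a median of 0.11, with 12 higher. None of either panel was called, and 0 had an unadjusted p under 0.05. Of the other 14-3-3 genes, *Ywhab* changed by 0.069, *Ywhae* by 0.028, *Ywhag* by 0.0036, *Ywhah* by 0.10, and *Ywhaq* by 0.043 on the log2 scale, and none was called. *Phb* was at −0.093 and *Phb2* at 0.014, and *Pcna*, which the paper measured as protein in β cells, at −0.052. *Mki67* and *Sfn* were in too few cells to be tested. The genes next to *Ywhaz* that were tested, *Pabpc1* and *Zfp706*, had log2 fold changes of 0.020 and −0.0074.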
